# Genomic features underlie the co-option of SVA transposons as cis-regulatory elements in human pluripotent stem cells

**DOI:** 10.1371/journal.pgen.1010225

**Published:** 2022-06-15

**Authors:** Samantha M. Barnada, Andrew Isopi, Daniela Tejada-Martinez, Clément Goubert, Sruti Patoori, Luca Pagliaroli, Mason Tracewell, Marco Trizzino

## Abstract

Domestication of transposable elements (TEs) into functional cis-regulatory elements is a widespread phenomenon. However, the mechanisms behind why some TEs are co-opted as functional enhancers while others are not are underappreciated. SINE-VNTR-Alus (SVAs) are the youngest group of transposons in the human genome, where ~3,700 copies are annotated, nearly half of which are human-specific. Many studies indicate that SVAs are among the most frequently co-opted TEs in human gene regulation, but the mechanisms underlying such processes have not yet been thoroughly investigated. Here, we leveraged CRISPR-interference (CRISPRi), computational and functional genomics to elucidate the genomic features that underlie SVA domestication into human stem-cell gene regulation. We found that ~750 SVAs are co-opted as functional cis-regulatory elements in human induced pluripotent stem cells. These SVAs are significantly closer to genes and harbor more transcription factor binding sites than non-co-opted SVAs. We show that a long DNA motif composed of flanking YY1/2 and OCT4 binding sites is enriched in the co-opted SVAs and that these two transcription factors bind consecutively on the TE sequence. We used CRISPRi to epigenetically repress active SVAs in stem cell-like NCCIT cells. Epigenetic perturbation of active SVAs strongly attenuated YY1/OCT4 binding and influenced neighboring gene expression. Ultimately, SVA repression resulted in ~3,000 differentially expressed genes, 131 of which were the nearest gene to an annotated SVA. In summary, we demonstrated that SVAs modulate human gene expression, and uncovered that location and sequence composition contribute to SVA domestication into gene regulatory networks.

## Author summary

SINE-VNTR-Alus (SVAs) are the youngest group of transposons in the human genome, where ~3,700 copies are annotated. Nearly half of the SVAs annotated in the human genome are exclusive to our species. Many studies indicate that SVAs are among the most frequently co-opted TEs in human gene regulation, but the mechanisms underlying such processes have not yet been thoroughly investigated. Here, we filled this knowledge-gap by focusing on human induced pluripotent stem cells (iPSCs) and on a pluripotent-like cell line (NCCITs). Through the analysis of histone marks, gene expression profiles, and by means of genome editing (CRISPR-interference), we identified ~750 SVAs that work as enhancers and promoters in human pluripotent cells, and characterized a mechanism for SVA co-option involving the transcription factors OCT4 and YY1. With our CRISPR approach, we demonstrated that repressing the 750 active SVAs leads to alteration in the expression of ~3,000 genes.

## Introduction

Transposable elements (TEs) are mobile DNA sequences that account for over 50% of the human genome, yet there is very limited knowledge on the extent of their impact on genome evolution, function, and disease.

Many elegant studies have proposed that TE sequences constantly reshape eukaryotic gene regulation [1–24] yet the underlying mechanisms are largely uncharacterized. Several TE types are active and replication competent in humans, and the genomic dispersal of these elements can affect the regulatory configurations of proximal host genes. For example, TE insertions may introduce novel cis-regulatory elements (CREs = enhancers, promoters, insulators) at the gene locus [8,13,14,16,17]. Alternatively, TE insertion can disrupt transcription factor binding sites (TFBS) within pre-existing CREs, thus attenuating or completely repressing nearby gene expression [25]. Additionally, insertion of TEs into coding sequences of genes may disrupt the open reading frames, and modify splicing sites [26–28]. Dysregulated gene expression due to TE insertions can lead to disease phenotypes as TE de-repression (i.e. de-methylation of TE sequences) is correlated with many neurological disorders and is a hallmark of multiple cancer types [29–40].

Over the last decade, the scientific community has begun to characterize the biological determinants of TE co-option in mammalian regulatory networks [8,13,14,17,20,41]. SINE-VNTR-Alus (SVAs) are the youngest human TEs. These transposons are composed of a 5’ CCCTCT hexamer repeat, an Alu-like element, a variable number of tandem repeats (VNTR), a SINE element derived from an ancestral endogenous retrovirus (HERVK-10), and a poly-A tail [42]. Six main SVA subfamilies have been characterized (SVA-A through -F) and nearly half of the annotated ~3,700 copies are human-specific, including all the SVA-Es and -Fs.

Importantly, the SVAs are still actively transposing in the human genome by taking advantage of the L1-LINE machinery, and are among the most epigenetically de-repressed and transcriptionally upregulated TEs across a multitude of cancers and neurological disorders [17,24,26,33,43]. Given their young evolutionary age, SVAs provide a unique opportunity to elucidate how the human genome is evolving.

We, and others, have demonstrated that SVAs are frequently co-opted as functional enhancers and promoters in human and chimpanzee gene regulatory networks [16,17,20,24]. Yet, we have an incomplete understanding of the extent of this evolutionary process and the underlying mechanisms. Why are some SVAs recruited as functional enhancers and others are not? What are the molecular properties underlying the regulatory potential of SVAs? Here, we answered these questions by exploring the highly permissive genomic environment of induced pluripotent stem cells (iPSCs) and NCCIT cells. The latter is a human cell line derived from an embryonal carcinoma which exhibits genomic properties comparable to human embryonic stem cells and iPSCs, including widespread de-methylation. These cells are particularly favorable for the study of transposable elements [18]. Compared to iPSCs, NCCITs are easier to manipulate and more suitable to perform Cas9-mediated genome editing experiments.

We demonstrate that ~750 SVAs are depleted of repressive histone marks (i.e. H3K9me3) in iPSCs and in NCCITs. We found that the transcriptionally active SVAs are significantly closer to genes and harbor more TFBS than those harboring the repressive H3K9me3 epigenetic modification. Moreover, when comparing the sequence of the de-repressed SVAs with the repressed SVAs, we detected an enrichment for a long DNA motif composed of flanking binding sites for YY1/2 and OCT4 within the de-repressed group. The former is a ubiquitously expressed transcriptional regulator, while the latter is an essential regulator of cell pluripotency. Further, the de-repressed SVAs are also enriched for individual (i.e. non-flanking) YY1 and OCT4 binding sites. We used Chromatin Immunoprecipitation followed by sequencing (ChIP-seq) to demonstrate that YY1 and OCT4 bind adjacently on many of the active SVAs. We leveraged CRISPR-interference (CRISPRi) to epigenetically repress active SVAs resulting in a loss of YY1 and OCT4 binding leading to massive alterations in gene expression.

## Results

### Human-specific SVAs are enriched in areas of de-repressed chromatin

We took advantage of publicly available H3K9me3 ChIP-seq data (paired-end long reads) generated in iPSCs [19] to assess to what extent SVAs are repressed in a pluripotent context. We only retained uniquely mapping high quality reads (Samtools q10 filtering). This analysis revealed that of all the SVAs annotated in the human genome (N = 3,734; hg19 assembly), approximately 80% (2,983) are decorated with this repressive histone methylation in iPSCs (Fig 1A). Conversely, 751 SVAs were depleted of H3K9me3, indicating that they are de-repressed (Fig 1A).

**Fig 1:**
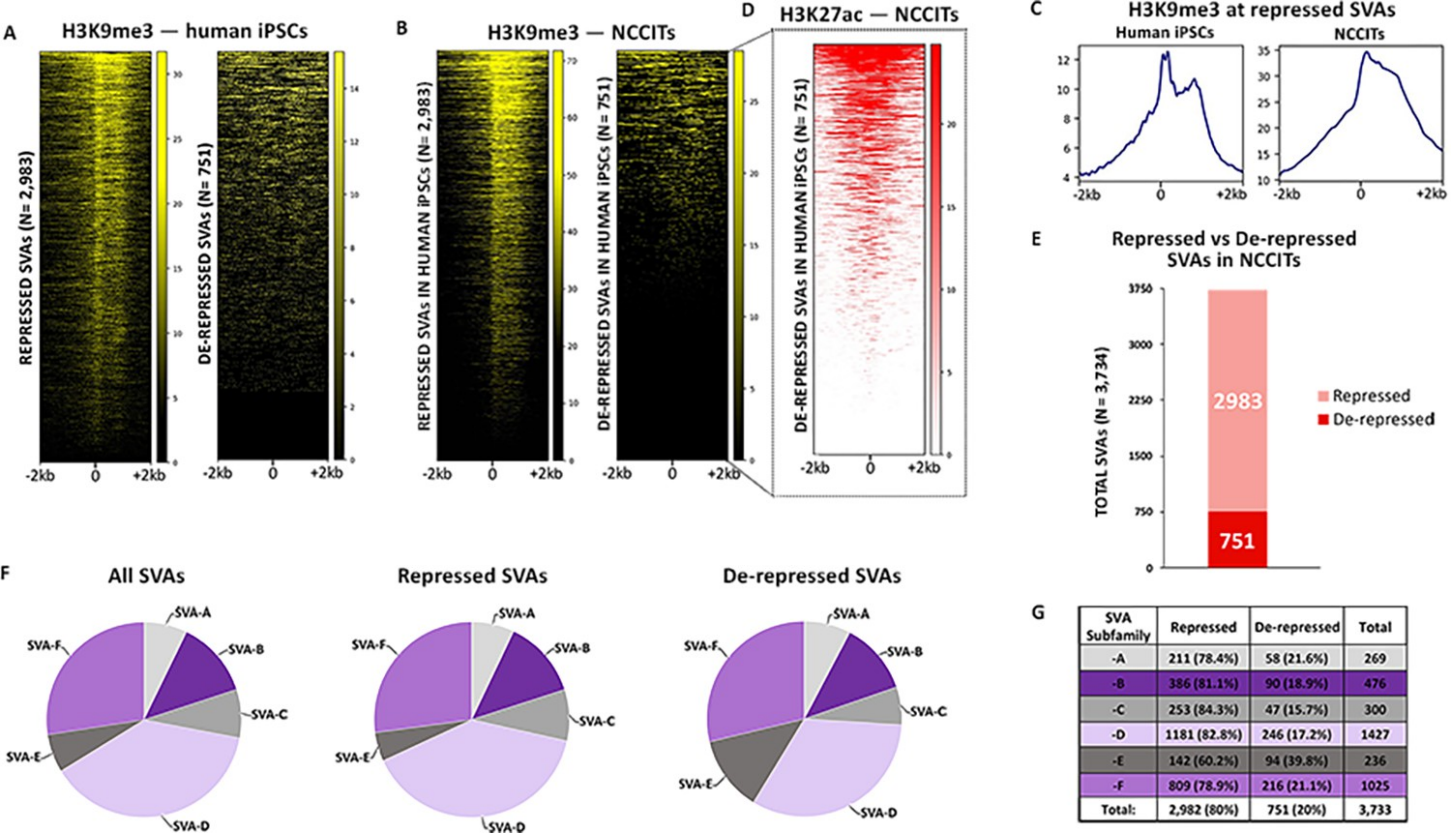
751 human SVAs are active in human pluripotent cells. (A) Heatmaps depicting H3K9me3 ChIP-seq signal at all human SVAs in iPSCs. (B) ChIP-seq for H3K9me3 in human NCCITs at SVA regions previously classified as repressed and de-repressed in human iPSCs. (C) Average profiles of H3K9me3 enrichment at SVAs repressed in human iPSCs and NCCITs. (D) ChIP-seq for H3K27ac in NCCIT cells. The heatmap is centered on the 751 de-repressed SVAs. (E) Barplot representing the number of total repressed and de-repressed human SVAs (i.e. SVAs decorated with H3K9me3 versus lacking H3K9me3). 2982 of the ~3700 human SVAs were repressed, while 751 were de-repressed. (F) & (G) Human-specific SVAs, subfamilies SVA-E and -F are enriched within the de-repressed SVA population.

Next, we wanted to compare the iPSC findings with data generated in NCCITs in our laboratory. As mentioned, NCCITs have pluripotent characteristics but compared to human iPSCs and embryonic stem cells, the NCCITs are significantly easier to manipulate and have high transfection efficiency, which makes them suitable for CRISPR experiments. Thus, we performed ChIP-seq for H3K9me3 to profile repressed SVA regions in NCCITs. 

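The NCCITs profiled without dCas9-KRAB contributed 1 H3K9me3 library, so no replicate error was available. The authors removed adapters with TrimGalore!, aligned the reads to hg19 with BWA MEM, kept reads with a mapping quality over 10, removed PCR duplicates and called peaks in each sample at a 5% FDR. The deposited list gives each peak's position, its fold enrichment over the local background as a ratio, and its p- and q-values as −log10. It holds 157136 peaks with a median width of 544 bp and a median fold enrichment of 4.04, and the peaks cover 137.3 Mb. The number of reads behind a peak is not part of the list, so the depth of the library is unknown. The SVAs were the 751 intervals of S1 Data. Of these, 635 lie on chromosomes 1 to 22, X and Y of hg19, 114 (15.2%) on alternate haplotype contigs and 2 on random contigs. Their lengths run from 11 to 2233 bp with a median of 685 bp, and 141 of them are shorter than 200 bp. An SVA was counted as carrying a peak when at least 1 bp of it was covered.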

To ensure high-quality read mappability of repetitive regions we sequenced 100 bp long paired-end reads and upon mapping, only retained the uniquely mapping high quality reads (Samtools q10 filtering). Notably, the SVA methylation pattern previously observed in iPSCs was perfectly recapitulated in NCCITs (Fig 1B and 1C). These findings indicate that NCCITs share a similar TE epigenetic landscape with iPSCs making them a suitable model to study stem cell genomics, and support that 751 SVAs are de-repressed in pluripotent environments (hereafter “de-repressed SVAs”; S1 Data).

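In NCCITs, 15 of the 751 de-repressed SVAs (2.0%, 95% Wilson interval 1.21 to 3.27%) overlapped an H3K9me3 peak. The interval covers counting error across SVAs only. When the 635 SVAs of the assembled chromosomes were placed at random on the same chromosomes 1000 times, 44.2 of them overlapped a peak on average, and 95% of the placements gave between 33 and 57 (two-sided permutation test, p = 0.002, the smallest p that 1000 placements can give). The SVAs were chosen for lack of H3K9me3 in iPSCs, and the placements were not matched for mappability. A count under the random one is therefore not independent evidence of de-repression. All 15 SVAs with a peak were among the 635. By subfamily they were 2 SVA-As, 2 SVA-Bs, 1 SVA-C, 5 SVA-Ds and 5 SVA-Fs. Over the alternatives, the count ran from 2 SVAs (at least 50% of the SVA covered) to 41 (SVAs extended by 500 bp on each side). The iPSC libraries of Fig 1B were not analysed here. From the likeness of the H3K9me3 pattern in iPSCs and NCCITs, the paper concludes that NCCITs are a suitable model for stem cell genomics and that these SVAs are de-repressed in pluripotent cells.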

We wanted to ensure that the lack of H3K9me3 signal on the de-repressed SVAs was not a consequence of mapping limitations, in that the youngest SVAs may be too similar to one another to allow for unique read mapping. To test this hypothesis, we looked at another histone modification. Specifically, we took advantage of publicly available H3K27ac ChIP-seq data (100bp paired-end) generated in NCCITs by the Wysocka laboratory [18]. H3K27ac usually decorates active cis-regulatory elements and we surmised that de-repressed SVAs may be transcriptionally active and therefore should exhibit ChIP-seq signal for this histone mark. This analysis revealed that the large majority of the de-repressed SVAs (636/751) are decorated with H3K27ac, which suggests they are in an active regulatory state, and that they are “mappable” with uniquely mapped reads (hereafter “active SVAs”; Fig 1D). Additionally, 120 SVAs were not marked with H3K9me3 or H3K27ac. We attribute this pattern to potential mappability issues, and did not consider this SVA subset for downstream analyses. Overall, these data suggest that approximately 20% of all SVAs are located within transcriptionally de-repressed and active chromatin in iPSCs and in stem cell-like NCCITs (Fig 1A–1E).

SVAs can be further categorized into six evolutionarily conserved subfamilies (SVA-A through -F), two of which (SVA-E, -F, plus the F1 subgroup) are human-specific. We investigated the subfamily composition of the de-repressed and repressed SVAs and observed that human-specific SVA subfamilies -E and -F (including F1) were significantly enriched in the de-repressed group (Fisher’s Exact Test p < 1.0 x 10^−5^; Fig 1F). In particular, ~40% of the SVA-Es were found in a de-repressed state, as compared to an average of ~19% for all the other families (Fisher’s Exact Test p < 2.2 x 10^−16^; Fig 1G). 

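The list of de-repressed SVAs names a subfamily for all but 2 of its members. It holds 58 SVA-As (7.7%), 90 SVA-Bs (12.0%), 46 SVA-Cs (6.1%), 245 SVA-Ds (32.6%), 94 SVA-Es (12.5%) and 216 SVA-Fs (28.8%). The median length was 833 bp for SVA-E, 745 bp for SVA-D and 590 bp for SVA-F. The repressed SVAs were not analysed here, so no enrichment over them was computed.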

In summary, these findings indicate that young, human-specific SVAs are enriched not only in de-repressed chromatin, but also in active regions in NCCIT cells.

### Sequence location and composition underlie SVA activation

We aimed to investigate the specific genomic features underlying the selective de-repression of SVAs. First, we reasoned that active SVAs preferentially located near coding genes could be co-opted as active cis-regulatory elements. We used the Genecode_v33 annotations and calculated the distance from the nearest transcription start site (TSS) for both repressed and active SVAs. We observed that active SVAs are significantly closer to coding genes when compared to the repressed SVAs (Wilcoxon’s Rank Sum Test p < 2.2 x 10^−16^; Fig 2A). Namely, the active SVAs are located approximately 10 kb closer to the nearest TSS than the repressed SVAs (Fig 2A).

**Fig 2:**
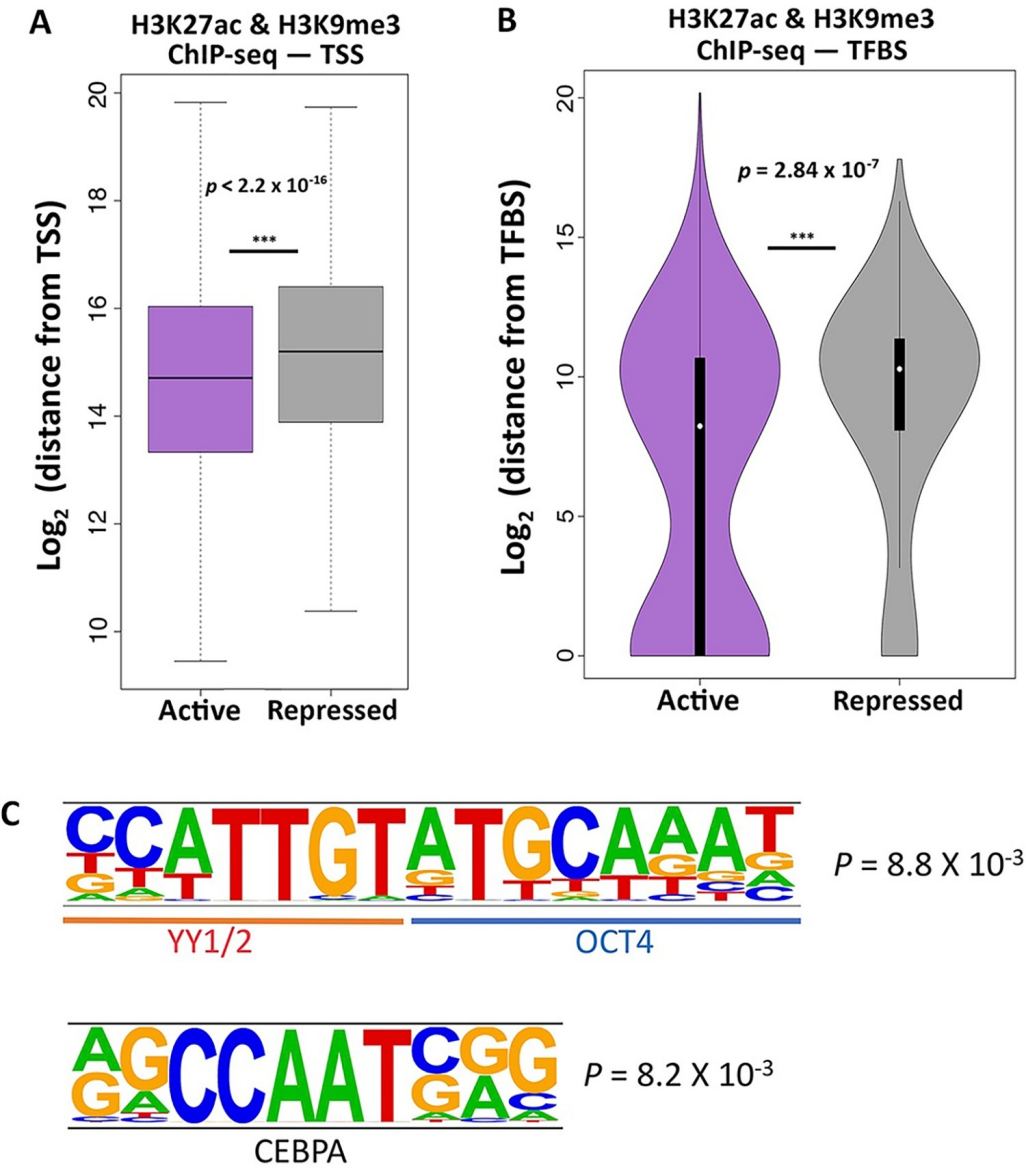
Specific genomic features characterize the de-repressed SVAs. (A) SVAs in an active configuration are approximately 10 kb closer to TSS than SVAs in a repressed configuration (Wilcoxon’s Rank Sum Test p < 2.2 x 10^−16^). (B) Active SVAs are significantly closer to, and directly overlap with, TFBS three times more than repressed SVAs (Wilcoxon’s rank-sum test p = 2.84 x 10^−7^). (C) Motif analysis performed on the de-repressed SVAs shows enrichment for consecutive YY1/2 and OCT4 motifs. A CEBPA motif was also enriched.

Next, we surmised that SVA de-repression may be a consequence of gene regulatory activity. Consistent with this hypothesis, we found that relative to the repressed SVAs, active SVAs were significantly closer to TFBS as defined by the Encode Consortium (Wilcoxon’s rank-sum test p = 2.84 x 10^−7^; Fig 2B). Further, the active SVAs directly overlap a TFBS three times more frequently than the repressed SVAs (Fig 2B). These data suggest that the active SVAs have a higher likelihood of exhibiting gene-regulatory activity.

To further explore this hypothesis, we performed sequence-based computational motif analysis on the de-repressed SVAs using HOMER, with the repressed SVAs as the background control. With this approach, we identified an enrichment for a long motif composed of flanking YY1/2 and OCT4 binding sites in the de-repressed SVAs (Fig 2C). YY1/2 are ubiquitously expressed transcriptional regulators, while OCT4 is one of the transcription factors essential for pluripotency maintenance. The YY1-OCT motif is found seven times more frequently in the de-repressed SVAs than in the repressed ones. Importantly, not only is the flanking YY1-OCT4 motif enriched, but also individual (i.e. non-flanking) YY1 and OCT4 motifs are enriched in the de-repressed SVAs as compared to the repressed ones. For instance, the OCT4 motif alone is found in 12% of the de-repressed SVAs, as opposed to 1% of repressed SVAs.

Additionally, we identified an enriched CEBPA motif (Fig 2C). We conducted the opposite analysis, by looking for motifs enriched in repressed SVAs (using de-repressed as a background) and found several enriched motifs, including: SMAD3, KLF5 and several Krüppel-associated box (KRAB) domain-containing zinc-finger proteins (KZFPs).

### Repression of conventionally de-repressed SVAs has global consequences on gene expression

Since our results indicate that ~20% of all SVAs may act as functional CREs in NCCITs, we aimed to validate our ChIP-seq data and computational predictions with a functional approach. We utilized CRISPRi to repress the 751 de-repressed SVAs. We leveraged the piggyBac transposon system (Systems Bioscience) to generate NCCIT cells with tetracycline-inducible expression of a functionally dead Cas9 (dCas9) fused to a repressive KRAB domain. We subsequently knocked-in two previously validated [20] single guide RNAs (sgRNAs) that simultaneously target approximately 80% of all the SVAs annotated in the human genome (Fig 3A). 

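The 2 guides, sgRNA1 and sgRNA2, were searched on both strands of hg19 for sites followed by an NGG PAM with up to 3 mismatches over the 20 bases. sgRNA1 had 2011 exact matches, and 479, 152 and 263 sites with 1, 2 and 3 mismatches, respectively. sgRNA2 had 532 exact matches, and 1823, 357 and 177 sites with 1, 2 and 3 mismatches. Of the 635 de-repressed SVAs on the assembled chromosomes, 378 (59.5%) held a site for at least 1 guide, 361 for sgRNA1 and 334 for sgRNA2. An exact match was present in 226 SVAs. Among the 497 SVAs of at least 200 bp, 375 (75.5%) held a site. Sites less than 2000 bp apart were joined into 3138 loci, of which 2718 (86.6%) lay over 2000 bp from every de-repressed SVA. The search is a count of sequence matches and does not measure binding of dCas9-KRAB.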

The sgRNAs target the dCas9-KRAB to de-repressed SVAs leading to the deposition of the repressive histone methylation, H3K9me3, by the KRAB domain (Fig 3A). This NCCIT cell line exhibiting tetracycline-inducible dCas9-KRAB expression and constitutive dual sgRNA expression is hereafter referred to as SCi-NCCITs (i.e. SVA-CRISPRi-NCCITs). We treated the SCi-NCCITs with doxycycline for 72 hours to robustly induce dCas9-KRAB activation and function (Fig 3B). 

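H3K9me3 was profiled in 4 libraries of SCi-NCCITs, 2 without doxycycline and 2 after treatment with 2 µg/mL doxycycline for 72 hours. The authors processed them as the NCCIT library, and 1 peak list per library was deposited. The lists without doxycycline hold 151492 and 181332 peaks for replicates 1 and 2, and those with doxycycline hold 123014 and 173423. The median fold enrichment lies between 4.35 and 4.77 in the 4 lists. With 2 libraries against 2, an exact permutation test of the number of SVAs with a peak cannot give a p under 0.33. Within each replicate, the libraries with and without doxycycline were therefore also compared across the 751 SVAs with an exact McNemar test. That test compares 2 libraries and not 2 conditions, since SVAs are not replicates. Its p-values were adjusted by the Benjamini-Hochberg method over the 7 such tests of this study. An SVA was counted as having gained H3K9me3 when it carried a peak in both libraries with doxycycline and in neither library without it.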

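After doxycycline treatment, 368 of the 751 de-repressed SVAs (49.0%, 95% Wilson interval 45.4 to 52.6%) overlapped an H3K9me3 peak in replicate 1 and 289 (38.5%, 35.1 to 42.0%) in replicate 2, a mean of 328.5 ± 55.9 SVAs (SD, n = 2). Without doxycycline, 225 SVAs (30.0%, 26.8 to 33.3%) carried a peak in replicate 1 and 52 (6.9%, 5.32 to 8.97%) in replicate 2, a mean of 138.5 ± 122.3 SVAs (SD, n = 2). The difference between the means was 190 SVAs (exact permutation test, p = 0.33, the smallest p that 2 libraries against 2 allow), and it exceeded the spread between the replicates of either condition. In replicate 1, 159 SVAs had a peak with doxycycline only and 16 without doxycycline only (exact McNemar test, adjusted p = 1.48e-30). In replicate 2 these were 245 and 8 SVAs (exact McNemar test, adjusted p = 3.72e-61). A peak was present in both libraries with doxycycline at 267 SVAs and in at least 1 of them at 390. By the rule that required both replicates, 136 SVAs gained H3K9me3. Leaving out replicate 1 moved this count most, to 245 SVAs.

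Random placement of the 635 SVAs gave a mean of 38.6 SVAs with a peak for doxycycline replicate 1, where 361 were observed, and 53.6 for replicate 2, where 287 were observed. Without doxycycline, the random mean was 54.4 SVAs in replicate 1, where 217 were observed, and 55.2 in replicate 2, where 52 were observed (two-sided permutation test, p = 0.733). SVAs with a guide match carried a peak more often than those without one: 73.3% against 32.7% in doxycycline replicate 1 and 65.3% against 15.6% in doxycycline replicate 2 (Fisher's exact test, adjusted p = 1.54e-23 and 6.23e-36 over 22 comparisons). Of the 378 SVAs with a guide match, 113 (29.9%) gained H3K9me3, and of the 257 without one, 23 (8.9%) did (odds ratio 4.34, Fisher's exact test, p = 7.17e-11). With replicate 1 alone the shares were 33.3% and 12.1% (odds ratio 3.65), and with replicate 2 alone 55.8% and 12.5% (odds ratio 8.88). The split by guide match was chosen after the peak counts were seen. Only matches inside the SVA were counted, and 43 of the 257 SVAs without one had a match within 500 bp of the SVA. The paper states that KRAB deposits the mark on the SVAs to which the guides direct dCas9, and concludes from its accumulation that reads map uniquely to these SVAs.

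**Figure D1:**
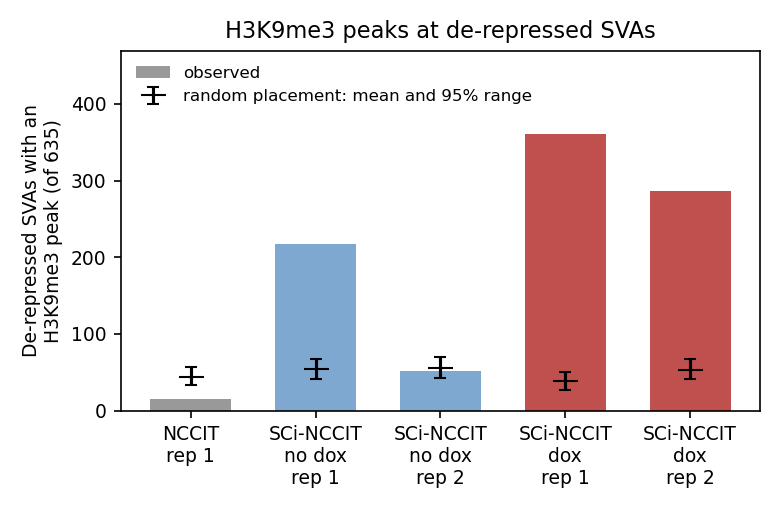
Number of de-repressed SVAs, of the 635 on the assembled chromosomes, that overlapped an H3K9me3 peak in each library (bars). Black marks give the mean and the 95% range of 1000 random placements. No doxycycline replicate 1 reached 217 SVAs and replicate 2 reached 52.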

Activation of dCas9-KRAB led to the accumulation of repressive H3K9me3 modifications on 620 of the 751 SVAs originally de-repressed in NCCITs (Fig 3C and 3D). Importantly, this further demonstrates that reads can be uniquely mapped on this group of SVAs.

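The SVAs that carried peaks lay almost entirely on the assembled chromosomes. Of the 116 de-repressed SVAs on alternate haplotype or random contigs, 7 and 2 overlapped an H3K9me3 peak in the replicates with doxycycline. In those without it, 8 and 0 did. At most 15 peaks of any library lay on the haplotype contigs. Reads there that also align to the assembled chromosome do not pass a filter on unique mapping. Of the SVAs on assembled chromosomes, 56.9% and 45.2% carried a peak with doxycycline. For SVAs with an exact guide match these shares were 79.6% and 75.2%, and for SVAs whose best match had 1 mismatch 66.0% and 52.8%.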

**Fig 3:**
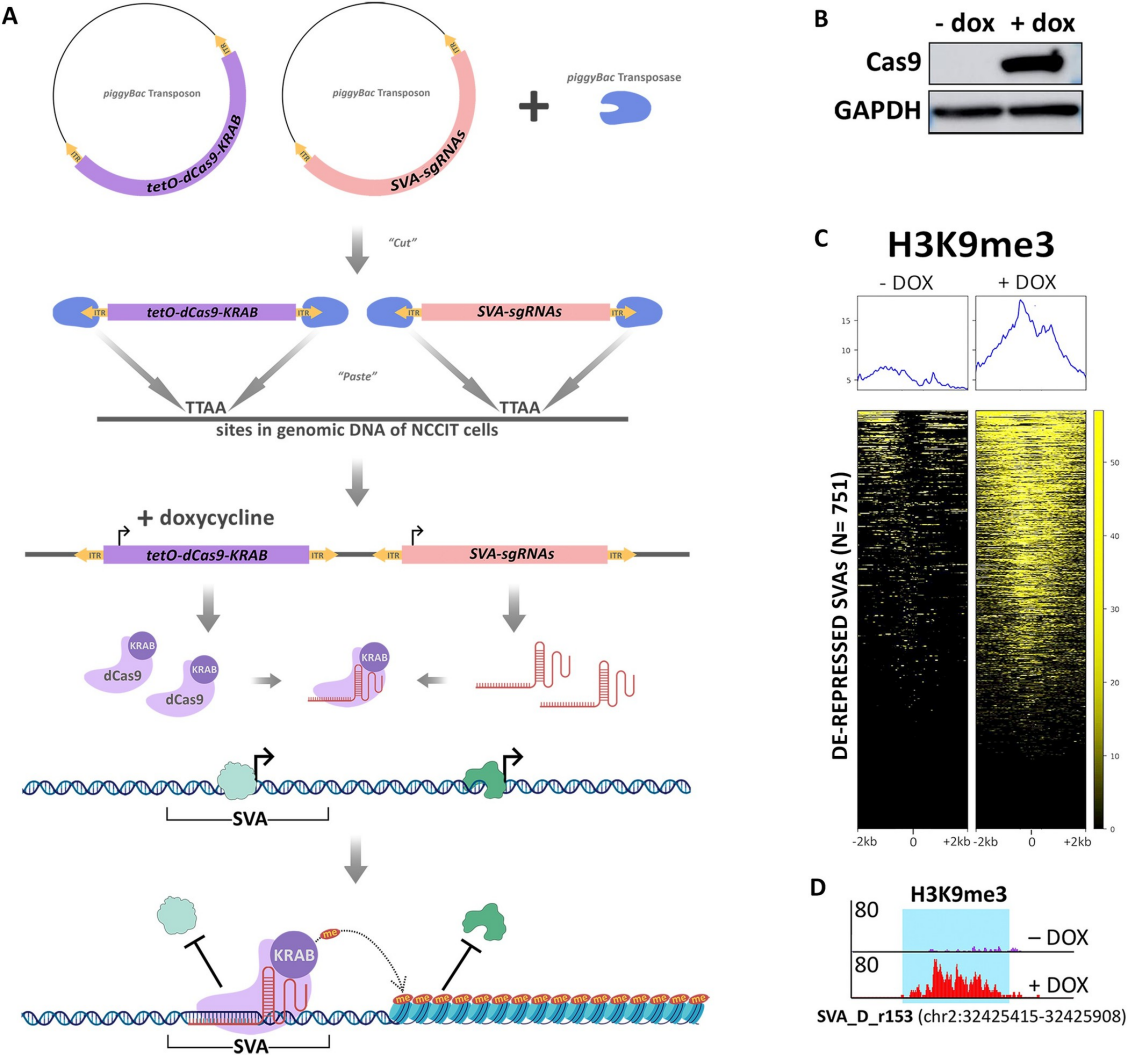
Epigenetic manipulation of NCCITs via CRISPRi results in SVA repression. (A) Schematic of the generation of the SCi-NCCIT line (created with BioRender.com). (B) Cas9 immunoblot displaying activation of dCas9-KRAB 72 hours post-doxycycline induction. (C) H3K9me3 ChIP-seq heatmap of the SCi-NCCITs shows increased H3K9me3 signal post-doxycycline treatment. (D) Genome browser screenshot displaying increased H3K9me3 before and after treatment with doxycycline at a de-repressed SVA-D.

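SVA_D_r153, the SVA-D drawn in Fig 3D, spans 493 bp on chromosome 2 of hg19, from 32425416 to 32425908, in an intron of SLC30A6. It holds an exact match to sgRNA1 and a match to sgRNA2 with 1 mismatch. With doxycycline, an H3K9me3 peak covered the SVA in replicate 1 (32424756 to 32426362, fold enrichment 8.62) and in replicate 2 (32423775 to 32426984, fold enrichment 8.93). No H3K9me3 peak lay within 1000 bp of it in either library without doxycycline or in NCCITs.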

To assess the impact of global SVA repression on genome-wide gene expression, we performed RNA-sequencing on the SCi-NCCITs in the presence and absence of doxycycline treatment (three replicates per condition). 

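The authors quantified the 6 RNA-seq libraries with kallisto and deposited estimated counts and TPM per transcript for each. Transcripts were assigned to the genes of GENCODE v44lift37 by their identifiers. This placed 166506 transcripts (88.2%), which carried between 95.85 and 95.96% of the counts of a library. The estimated counts were summed per gene and rounded to whole numbers. Per library, the total on these genes ran from 14683468 to 43443469 without doxycycline (median 31905915) and from 44680610 to 47862394 with doxycycline (median 46639141). The lowest total was that of no doxycycline replicate 1. Genes with enough counts by edgeR's filterByExpr, 16371 in all, were normalized by TMM and compared with edgeR's quasi-likelihood test, doxycycline against no doxycycline, with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called differentially expressed. Expression is given as CPM, edgeR's counts scaled to library size, as mean ± SD of 3 replicates.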

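Between SCi-NCCITs with and without doxycycline, 2858 genes were differentially expressed at an FDR of 0.05, 1469 upregulated (51.4%) and 1389 downregulated. At an unadjusted p under 0.05 there were 5316 genes. DESeq2, which the paper's methods name, called 2945 genes, 1525 upregulated and 1420 downregulated, and 2586 genes were called by both tools. The requirement of an absolute log2 fold change of at least 0.5 moved the count most, to 976 genes. Among the fits that each left out 1 library, the count was lowest without doxycycline replicate 2 at 1396 genes.

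ZNF10 (ENSG00000256223), the source of the KRAB domain most often fused to dCas9, had the largest rise among differentially expressed genes with a mean of at least 1 CPM and no overlap between the groups, from 10.8 ± 0.882 to 398 ± 52.9 CPM, a log2 fold change of 5.19 (standard error 0.115, adjusted p = 5.59e-08 from edgeR). With doxycycline, 97.9% of its counts lay on a single transcript of 472 nt. CILP (ENSG00000138615) fell from 39.1 ± 8.38 to 1.58 ± 0.172 CPM, a log2 fold change of −4.62 (standard error 0.179, adjusted p = 8.55e-07). ENSG00000283809, which lies on chromosome 22 from 18893751 to 18935245 and overlaps PRODH, fell from 1423 ± 87.1 to 265.5 ± 16.5 CPM, a log2 fold change of −2.42 (standard error 0.0698). By the same criteria, the other largest changes were those of SFXN3 (log2 fold change 5.17) and IL23R (4.81) among the upregulated genes, and CRYAA (−3.88) and ABCC2 (−3.61) among the downregulated genes. With 3 libraries against 3, chance leaves 10% of genes without overlap between the groups.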

We identified 3,085 genes as differentially expressed upon induction of SVA repression (FDR < 0.05; S2 Data), of which 1,596 were identified as upregulated and 1,489 as downregulated (Fig 4A). The sgRNAs used for this experiment were originally designed to target a DNA sequence shared by SVAs with the LTR5Hs family [20]. Given this premise, we restricted our analysis exclusively to genes putatively associated with human SVAs (i.e. considering only the genes that represent the closest gene to an annotated SVA). Overall, 131 of the 3,085 differentially expressed genes represented the closest gene to an SVA (Fig 4B), 101 of which were specifically near a de-repressed SVA. This number is significantly higher than expected by chance (Fisher’s Exact Test p < 0.001), suggesting that the expression of most of these 131 genes is likely under the direct control of SVAs. 

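The nearest TSS of the GENCODE annotation was found for each of the 635 de-repressed SVAs on the assembled chromosomes. It belonged to 525 genes at a median distance of 7580 bp, 204 of which were among the genes tested in the RNA-seq. Of these 204 genes, 55 (27.0%) were differentially expressed, against 2803 of the 16167 other genes tested (17.3%), an odds ratio of 1.76 (two-sided Fisher's exact test, p = 0.00076). The alternative that moved the odds ratio most among those with all 6 libraries drew background genes of matched mean expression, which gave 39.3 differentially expressed genes on average (95% range 29 to 50) and an odds ratio of 1.55 (permutation p = 0.0078 over 10000 draws). When only TSSs of protein-coding genes were used, 109 of 394 nearest genes (27.7%) were differentially expressed. Genes nearest to repressed SVAs were not analysed here. From the excess over chance, the paper proposes that most of the differentially expressed genes nearest to an SVA are under the direct control of SVAs.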

Importantly, 109 of the 131 SVA-regulated genes (83.2%) were downregulated upon doxycycline treatment (Fig 4B), indicating that SVA de-repression is necessary for gene activation.

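Of the 55 differentially expressed genes nearest to a de-repressed SVA, 45 (81.8%) were downregulated with doxycycline and 10 were upregulated. Among the 2803 other differentially expressed genes, 1344 (47.9%) were downregulated (odds ratio 4.89, two-sided Fisher's exact test, p = 3.88e-07). The 204 genes taken as a set had a median log2 fold change of −0.12, and 70.6% of them were lower with doxycycline. A shift of the set as a whole was tested with camera and its preset correlation of 0.01 (p = 1.47e-07). The call held under fry (p = 2.57e-04) and under camera with an estimated correlation (p = 0.00857). In a split chosen after these values were seen, 40 of the 43 differentially expressed genes nearest to an SVA with a guide match (93.0%) were downregulated, against 5 of the 12 nearest to SVAs without one (41.7%), an odds ratio of 18.7 (Fisher's exact test, p = 0.00035). The paper reads the share of downregulated genes as evidence that SVA de-repression is necessary for gene activation.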

**Fig 4:**
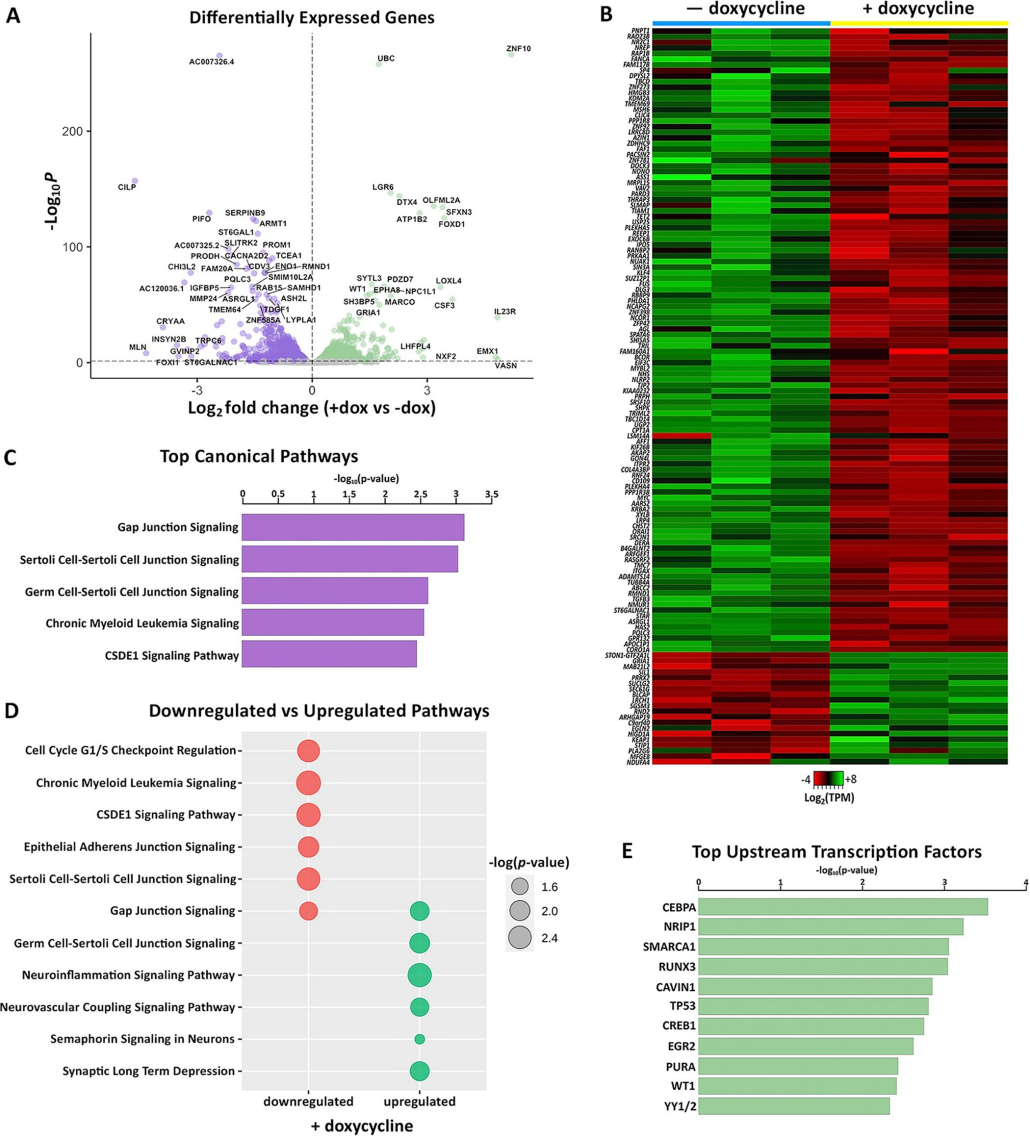
CRISPRi-mediated repression of conventionally de-repressed SVAs results in aberrant gene expression. (A) Volcano plot showing genes differentially expressed in SCi-NCCITs after doxycycline treatment (purple = downregulated genes; green = upregulated genes). (B) Heatmap of 131 genes that are differentially expressed post-doxycycline treatment and also represent the nearest gene to an SVA. (C) Top canonical pathways predicted by IPA for the 131 genes differentially expressed after doxycycline treatment. (D) Canonical pathways predicted by IPA for the 111 downregulated (red) and 20 upregulated (green) genes. (E) Top upstream regulators/transcription factors predicted by IPA for the 131 genes differentially expressed after doxycycline treatment.

We then assessed if any of the differential gene expression is due to repressing LTR5Hs since the sgRNAs also target DNA sequences in this TE family. Only 120/3,085 differentially expressed genes represented the closest gene to an LTR5H. Additionally, we detected very minimal overlap (8 genes in total) between the differentially expressed genes near LTR5Hs and the differentially expressed genes near SVAs. These analyses ensure that the alterations in gene expression are due to the repression of SVAs and not LTR5Hs. In summary, these data indicate that the SVAs directly regulate the expression of at least 130 genes and that SVA repression may contribute to the differential expression of up to ~2,800 genes, potentially as a cascade effect.

We performed Ingenuity Pathway Analysis (IPA) on the 131 SVA-regulated genes and found an enrichment for gap junction signaling processes including Gap Junction Signaling, Sertoli Cell-Sertoli Cell Junction Signaling, and Germ Cell-Sertoli Cell Junction Signaling (Fig 4C and 4D). These processes are important during gametogenesis and given that NCCIT cells retain pluripotency-like characteristics, we speculate that co-opted SVAs could play a role in regulating germ line development and gametogenesis. However, it is important to note that the NCCIT cell line is derived from an embryonal testicular carcinoma, and this could bias our IPA. Nonetheless, recent studies have corroborated an SVA contribution in germ cells and showed that in human primordial germ cells, SVA sites are largely hypomethylated and genes proximal to SVAs are expressed at a higher level compared to embryonic stem cells [20,44,45]. Additionally, SVA transcription and retrotransposition are specifically seen in both human spermatozoa [46] and oocytes [47].

We next used IPA to look for top upstream transcriptional regulators of the 131 SVA-associated genes. This analysis identified transcription factors previously highlighted by the motif analyses (CEBPA and YY1/2), along with several others including SMARCA1, CREB1, and WT1 (Fig 4E). While YY1 is an essential ubiquitous developmental regulator [48], CEBPA is a regulator of differentiation in the hematopoietic [49] and adipocyte [50] lineages, and is involved in gametogenesis. SMARCA1 is a chromatin remodeler [51], CREB1 plays a role in both steroidal [52] and non-steroidal [53] female hormonal stimulation, and WT1 is involved in urogenital specification distinctively associated with the differentiation of Sertoli cells [54]. These data suggest a possible SVA contribution to germ line developmental processes and demonstrates the genome-wide impact of SVA repression on gene expression.

### YY1 and OCT4 mediate SVA regulatory activity

Since our motif analysis revealed that de-repressed SVAs are enriched for adjacent YY1/2-OCT4 binding motifs and given that many differentially expressed genes were YY1/2 targets, we performed ChIP-seq for YY1 and OCT4 in SCi-NCCITs with and without doxycycline treatment. 

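YY1 was profiled in 4 libraries of SCi-NCCITs, 2 without and 2 with doxycycline, and OCT4 in 1 library of each condition. Differences in OCT4 therefore have no replicate error. The authors' processing and peak lists were of the same kind as for H3K9me3. The YY1 lists hold 56370 and 76098 peaks without doxycycline and 82005 and 115673 with doxycycline, for replicates 1 and 2. The OCT4 lists hold 50775 peaks without and 23352 with doxycycline. An SVA was called bound by YY1 when it overlapped a peak in both replicates without doxycycline, and bound by OCT4 when it overlapped a peak of the single library. The summit of a peak is the position of its highest signal as given in the list.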

As done previously for the histone modification ChIP-seq, we sequenced 100 bp long paired-end reads to ensure high mappability efficiency.

These experiments revealed that under normal conditions (i.e. no doxycycline treatment) YY1 and OCT4 bind 288 and 54 SVAs, respectively (Fig 5A and 5B). Specifically, we identified two different clusters of YY1 binding: one located in the *Alu*-like region (Fig 5A top cluster), and a second near the start of the SINE element, likely in proximity of the HERVK10-derived promoter in the SINE region (Fig 5A second cluster). 

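Without doxycycline, 92 de-repressed SVAs (12.3%, 95% Wilson interval 10.1 to 14.8%) overlapped a YY1 peak in replicate 1 and 87 (11.6%, 9.49 to 14.1%) in replicate 2, a mean of 89.5 ± 3.5 SVAs (SD, n = 2). Both replicates had a peak at 65 SVAs and at least 1 of them at 114. Placed at random, the SVAs overlapped 16.1 and 17.8 peaks on average in the respective libraries. OCT4 peaks lay on 57 SVAs (7.6%, 5.90 to 9.71%), where random placement gave 11.7 on average (95% range 6 to 19). Over the alternatives, the number of SVAs bound by YY1 ran from 33 (at least 50% of the SVA covered) to 114 (a peak in either replicate). The number bound by OCT4 moved most when each library of an antibody was reduced to the same number of peaks, by the strongest p-values (21 SVAs).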

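The position of the summits of YY1 peaks that overlapped SVAs, some of which lay outside the SVA itself, was measured from the 5′ end of the best sgRNA1 match, in the direction of the guide, since the list of SVAs gives no strand. In the 83 SVAs of replicate 1 and the 79 of replicate 2 that held both a YY1 peak without doxycycline and an sgRNA1 match, the median summit lay at −291 and −286 bp. Of the 83 summits in each replicate, 75 in replicate 1 and 72 in replicate 2 lay between −600 and −100 bp. Further upstream, before −600 bp, there was 1 summit in each replicate. More than 150 bp downstream of the guide match there were 6 and 9 summits. The match to SVA sequence regions was not annotated, so these positions are distances from the guide match only.

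**Figure D2:**
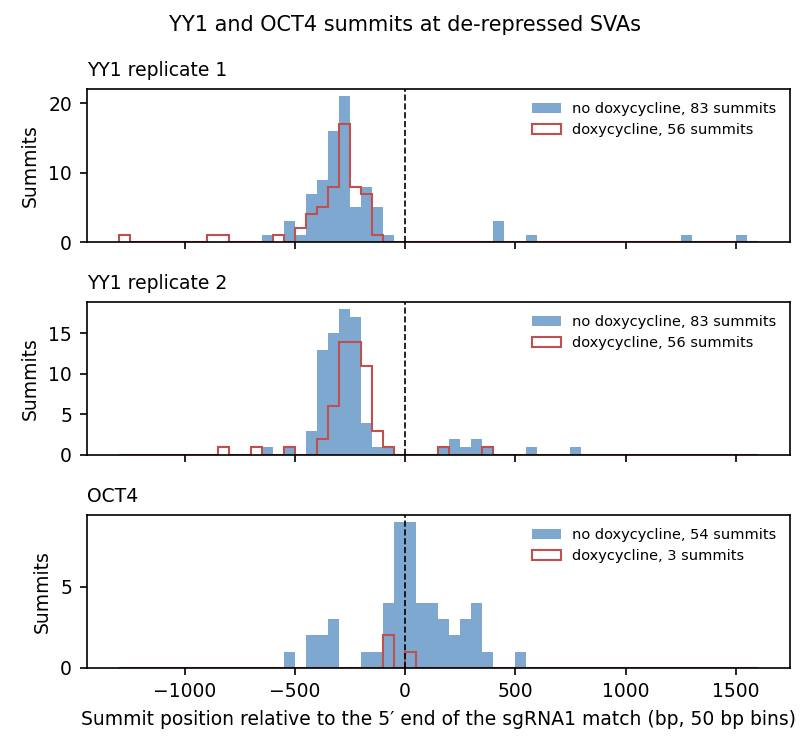
Number of peak summits at de-repressed SVAs in 50 bp bins by their distance in bp from the 5′ end of the sgRNA1 match (dashed line), for YY1 replicates 1 and 2 and for OCT4, without doxycycline (filled) and with doxycycline (outline). YY1 summits gather upstream of the match, with medians of −291 and −286 bp without doxycycline.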

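OCT4 had 54 summits without doxycycline in 50 SVAs with an sgRNA1 match, at a median of 24.5 bp from its 5′ end. Of these, 30 lay between −100 and 150 bp, 10 between −600 and −100 bp, where most YY1 summits lay, and 14 more than 150 bp downstream of the match. None lay further upstream than −600 bp.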

OCT4 binding was limited to this second region, whereas we did not detect binding for this transcription factor in the *Alu*-like region (Fig 5B). The SVAs bound by YY1 and OCT4 were all de-repressed SVAs decorated with H3K27ac. Importantly, binding of both YY1 and OCT4 was significantly attenuated upon SVA repression via CRISPRi (Fig 5A and 5B). 

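With doxycycline, 60 and 63 de-repressed SVAs overlapped a YY1 peak in replicates 1 and 2, a mean of 61.5 ± 2.1 SVAs (SD, n = 2), and 38 did in both. In replicate 1, 50 SVAs had a YY1 peak without doxycycline only and 18 with doxycycline only, and in replicate 2 these were 40 and 16 (exact McNemar test, adjusted p = 1.53e-04 and 0.00184). OCT4 peaks remained at 3 SVAs, while 54 SVAs had one without doxycycline only and 0 with doxycycline only (exact McNemar test, adjusted p = 1.55e-16). The numbers of peaks in the whole genome differed between the libraries, so the loss at SVAs was set against peaks elsewhere, 20 drawn for each SVA peak from the same decile of fold enrichment. Of the YY1 peaks at SVAs, 52.2% of 90 in replicate 1 and 47.3% of 91 in replicate 2 overlapped no peak with doxycycline, against 10.6% and 9.8% of the matched peaks (odds ratios 9.21 and 8.26, Fisher's exact test, p = 6.3e-21 and 1.64e-18). Of the 56 OCT4 peaks at SVAs 94.6% were lost, against 71.3% of the matched peaks (odds ratio 7.1, Fisher's exact test, p = 4.04e-05). These tests compare libraries, as for H3K9me3. The paper concludes from the lower signal that SVA repression attenuates the binding of both factors.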

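Of the de-repressed SVAs, 34 carried both a YY1 and an OCT4 peak without doxycycline, 31 a YY1 peak only, 23 an OCT4 peak only and 663 neither. Independent placement of the peaks would have given 4.9 SVAs with both (odds ratio 31.6, two-sided Fisher's exact test across SVAs, p = 7.06e-26). With each library of an antibody reduced to the same number of peaks, 11 SVAs carried both.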

We observed a significant overlap with 33 SVAs bound by both YY1 and OCT4 in the SINE region. In this case, the binding of the two transcription factors was sequential (i.e. one next to each other) as originally predicted by our motif analysis (Fig 5C). This pattern was found in de-repressed SVAs of all the main families (SVA-A through -F).

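At the 34 SVAs with both peaks, the nearest YY1 and OCT4 summits lay a median of 312 bp apart with YY1 replicate 1 and 260.5 bp with replicate 2. The distances ran from 4 to 1609 bp and from 16 to 966 bp, respectively. Summits within 100 bp of each other were found at 5 SVAs (14.7%) in each replicate. Where YY1 and OCT4 peaks were shared elsewhere, the median distance was 179 bp with YY1 replicate 1 and 141 bp with replicate 2. Of these shared peaks elsewhere, 31.8% and 38.7% had summits within 100 bp. The summits at SVAs thus lay farther apart than was typical elsewhere, a difference that was not tested. No test across conditions applies to these distances. The HOMER motif search was not repeated here.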

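SVAs with both peaks occurred in every subfamily from SVA-A to SVA-F: 3 SVA-As, 4 SVA-Bs, 3 SVA-Cs, 20 SVA-Ds, 2 SVA-Es and 2 SVA-Fs. On the assembled chromosomes, 2.5% of the SVA-Es and SVA-Fs were bound by YY1, against 16.5% of SVA-A to SVA-D, and 3.2% against 13.6% by OCT4 (Fisher's exact test, adjusted p = 2.41e-09 and 3.61e-06 over 14 comparisons). A guide match was present in 42.0% and 73.6% of these groups, respectively.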

**Fig 5:**
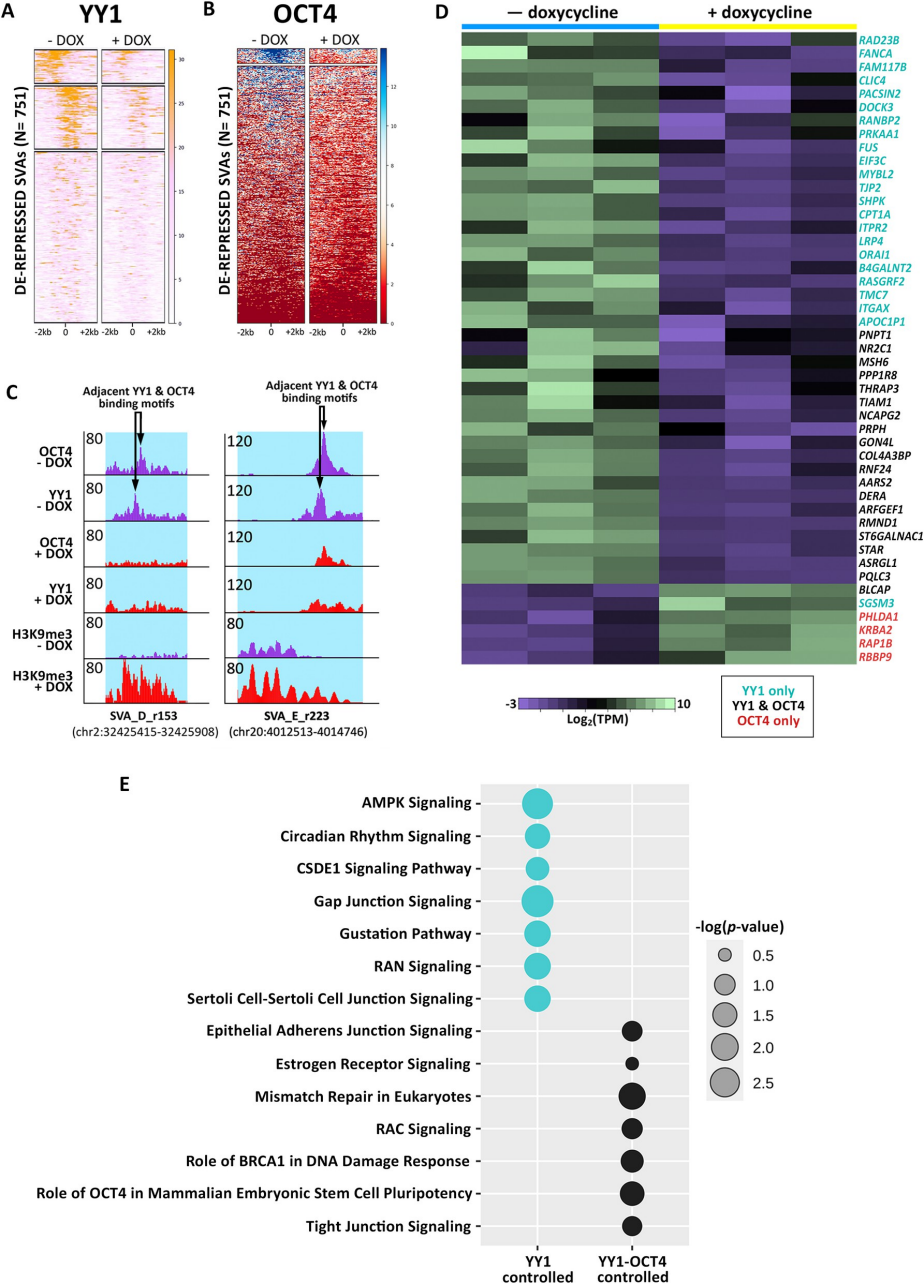
Individual and sequential binding of YY1 and OCT4 contributes to SVA regulatory activity. (A) YY1 ChIP-seq signal at the 751 de-repressed SVAs before and after doxycycline treatment. (B) OCT4 ChIP-seq signal at the 751 de-repressed SVAs before and after doxycycline treatment. (C) Genome browser screenshot displaying the sequential binding of YY1 and OCT4 at a truncated, de-repressed SVA-D and a full-length, de-repressed, human-specific SVA-E. Upon doxycycline induction, the binding of both transcription factors is lost, while H3K9me3 signal is gained. The full length SVA-E is located near the gene *RNF24* (specifically 18kb from the TSS), which is downregulated upon CRISPRi mediated SVA repression (logFC = -0.56; Adjusted p = 9.14 x 10^−11^) (D) Heatmap of 47 genes that are differentially expressed upon doxycycline treatment and regulated by YY1 and/or OCT4 (Black: YY1 and OCT4, Teal: YY1 only, Red: OCT4 only). (E) Canonical pathways predicted by IPA for the SVA-regulated genes that are differentially expressed upon doxycycline treatment and regulated by YY1-only (teal) and YY1-OCT4 (black).

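At SVA_D_r153, the truncated SVA-D of Fig 5C, a YY1 peak covered the SVA without doxycycline in replicate 1 (32425220 to 32425653, fold enrichment 3.71, summit at 32425398). The nearest YY1 peak of replicate 2 lay 142 bp outside the SVA (32426050 to 32426345, fold enrichment 5.05). No YY1 peak was called within 1000 bp in either library with doxycycline. No OCT4 peak was called within 1000 bp of this SVA in either condition.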

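SVA_E_r223, the full-length SVA-E of Fig 5C, spans 2233 bp on chromosome 20, from 4012514 to 4014746, and overlaps no annotated gene. It holds 1 match to sgRNA1 with 1 mismatch and 1 match to sgRNA2 with 2 mismatches. The OCT4 peak on this SVA had a fold enrichment of 21.6 without and 13.6 with doxycycline. The YY1 peaks had fold enrichments of 6.98 and 7.0 without doxycycline and of 6.85 and 6.34 with it, in replicates 1 and 2. Both factors thus kept a called peak after doxycycline treatment. Without doxycycline the summits lay at 4014498 for OCT4 and at 4014283 for YY1 in replicate 1, 215 bp apart. An H3K9me3 peak covered part of the SVA in replicate 1 without doxycycline (fold enrichment 5.73) and with it (6.74). In replicate 2, a peak without doxycycline reached the first bases of the SVA (4011995 to 4012517, fold enrichment 9.56), and the peak with doxycycline ended 17 bp outside it (fold enrichment 10.85).

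RNF24 (ENSG00000101236, chromosome 20 from 3907956 to 3996205) was expressed at 43.4 ± 2.88 CPM without doxycycline and 29.6 ± 0.571 CPM with it (SD, n = 3), a log2 fold change of −0.56 (standard error 0.0639, adjusted p = 5.41e-04 from edgeR). With DESeq2 the adjusted p was 1.86e-10. With each library left out in turn, the log2 fold change stayed between −0.61 and −0.52. The TSS of RNF24 lay 16.3 kb from the SVA and 18.2 kb from its nearest guide match. By nearest TSS of any gene type in the annotation, SVA_E_r223 was assigned to FTLP3, 7950 bp away, and not to RNF24.

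**Figure D3:**
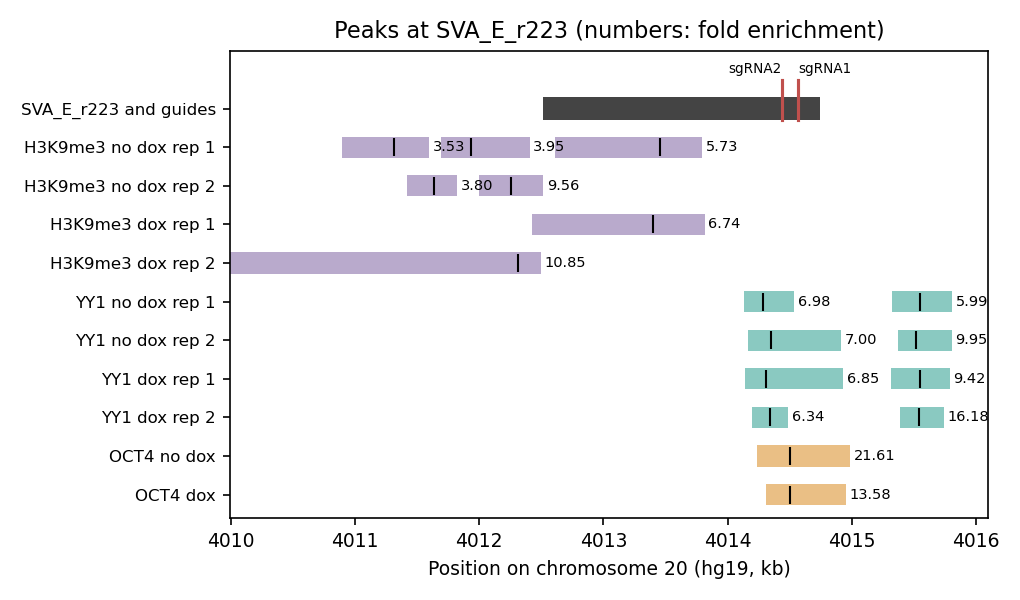
Map of SVA_E_r223 on chromosome 20 (position in kb, hg19) with the guide matches in red and the called peaks of each library as bars, with a vertical tick at each summit and the fold enrichment beside each peak. The OCT4 peak is called in both conditions, at 21.6 without and 13.6 with doxycycline.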

Finally, we leveraged the nearest TSS approach to determine the closest gene to each of the SVAs bound by YY1 and/or OCT4. Using our RNA-seq data, we investigated whether loss of YY1 and OCT4 binding altered the expression of neighboring genes. 

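Of the 204 genes tested that were nearest to a de-repressed SVA, 33 were nearest to an SVA bound by YY1, and 16 of these (48.5%, 95% Wilson interval 32.5 to 64.8%) were differentially expressed. Of the 26 nearest to an SVA bound by OCT4, 15 (57.7%, 38.9 to 74.5%) were. The classes overlap through the SVAs bound by both factors. Among the 165 genes nearest to SVAs without either peak, 36 (21.8%) were differentially expressed. Against these, the odds ratio was 3.37 for YY1 and 4.89 for OCT4 (Fisher's exact test, adjusted p = 0.00598 and 0.002 over 6 comparisons of classes). For the 39 genes of the union, 19 of which (48.7%) were differentially expressed, the odds ratio was 3.4 (adjusted p = 0.0024). Draws of genes with matched mean expression gave 9.0 differentially expressed genes on average (95% range 5 to 14, permutation p = 0.0002, the smallest p that 10000 draws can give). Among the alternatives with all libraries, the odds ratio of the union ran from 2.86 (protein-coding genes only) to 4.38 (DESeq2 calls). The 4 differentially expressed genes nearest to SVAs bound by YY1 only were MROH1, MYBL2, SHANK2 and SHISA5. The 3 nearest to SVAs bound by OCT4 only were DERA, NR2C1 and SLC30A10. Apart from MYBL2, these were named after their values were seen.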

Notably, 44 of 288 genes located near YY1-bound SVAs and 24 of 54 genes located near OCT4-bound SVAs were differentially expressed upon CRISPRi-induced SVA repression (Fig 5D). Interestingly, of the 6 genes upregulated upon doxycycline treatment, 4 were located near SVAs bound exclusively by OCT4 (Fig 5D). 

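All 19 differentially expressed genes nearest to SVAs bound by YY1, OCT4 or both were downregulated with doxycycline, and 0 were upregulated. At an unadjusted p under 0.05, 27 of the 39 genes passed, again with 0 of them upregulated. With protein-coding TSSs only, 1 gene was upregulated and 33 were downregulated. The 6 genes drawn as upregulated in Fig 5D were looked up by their labels after the values were seen. Labels and directions were read by eye from the figure. BLCAP had a log2 fold change of 0.34 (standard error 0.0642, adjusted p = 0.00795 from edgeR) and SGSM3 one of 0.32 (standard error 0.0629, adjusted p = 0.00879). The other 4, labelled OCT4 only, were lower with doxycycline. PHLDA1 had a log2 fold change of −0.80 (adjusted p = 0.0194), KRBA2 one of −0.84 (adjusted p = 0.00472) and RBBP9 one of −0.30 (adjusted p = 0.0217). RAP1B had a log2 fold change of −0.15 and was not differentially expressed (adjusted p = 0.0725). Of the 41 genes drawn as downregulated, 40 were lower here, 34 of them at an FDR of 0.05, and MSH6 was higher (log2 fold change 0.12, adjusted p = 0.447).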

Overall, 85% of the genes (28/33) located near SVAs that were bound by both YY1 and OCT4 were differentially expressed upon CRISPRi-induced SVA repression (Fig 5D). This suggests that synergistic binding of these two transcription factors on the SVA sequence is important for the regulatory activity driven by these transposable elements (Figs 5D and 6). 

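Among the genes tested, 20 were nearest to an SVA bound by both factors. Of these, 12 (60.0%, 95% Wilson interval 38.7 to 78.1%) were differentially expressed, an odds ratio of 5.38 against genes nearest to SVAs without either peak (Fisher's exact test, adjusted p = 0.002). For SVAs bound by YY1 only the odds ratio did not pass (adjusted p = 0.492), nor did it for OCT4 only (adjusted p = 0.16), where 13 and 6 genes were tested. With protein-coding genes only, 9 of 16 genes of the OCT4 only class were differentially expressed (odds ratio 4.22, Fisher's exact test, p = 0.00606), and the odds ratio for both peaks was 4.45. A difference between the class with both peaks and the single-factor classes was not tested. The median log2 fold change of the 20 genes was −0.51, and all 20 were lower with doxycycline. With DESeq2, 14 of the 20 were differentially expressed. The paper proposes from the share of differentially expressed genes that joint binding of the 2 factors is important for the regulatory activity of SVAs.

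**Figure D4:**
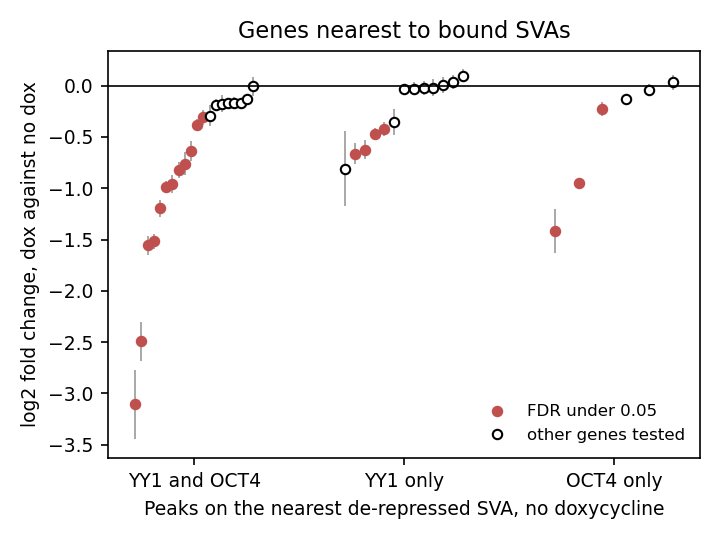
Log2 fold change with doxycycline of each gene tested that was nearest to a bound SVA, by the peaks on that SVA without doxycycline. Filled points passed an FDR of 0.05 and bars are standard errors. The 20 genes with both peaks all lie below 0.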

Pathway Analysis revealed that the genes regulated by the cooperative YY1-OCT4 binding (and by OCT4-only) are enriched for processes related to pluripotency and DNA repair (Fig 5E). Conversely, the genes bound by YY1-only are enriched for processes related to germline development (Fig 5E).

**Fig 6:**
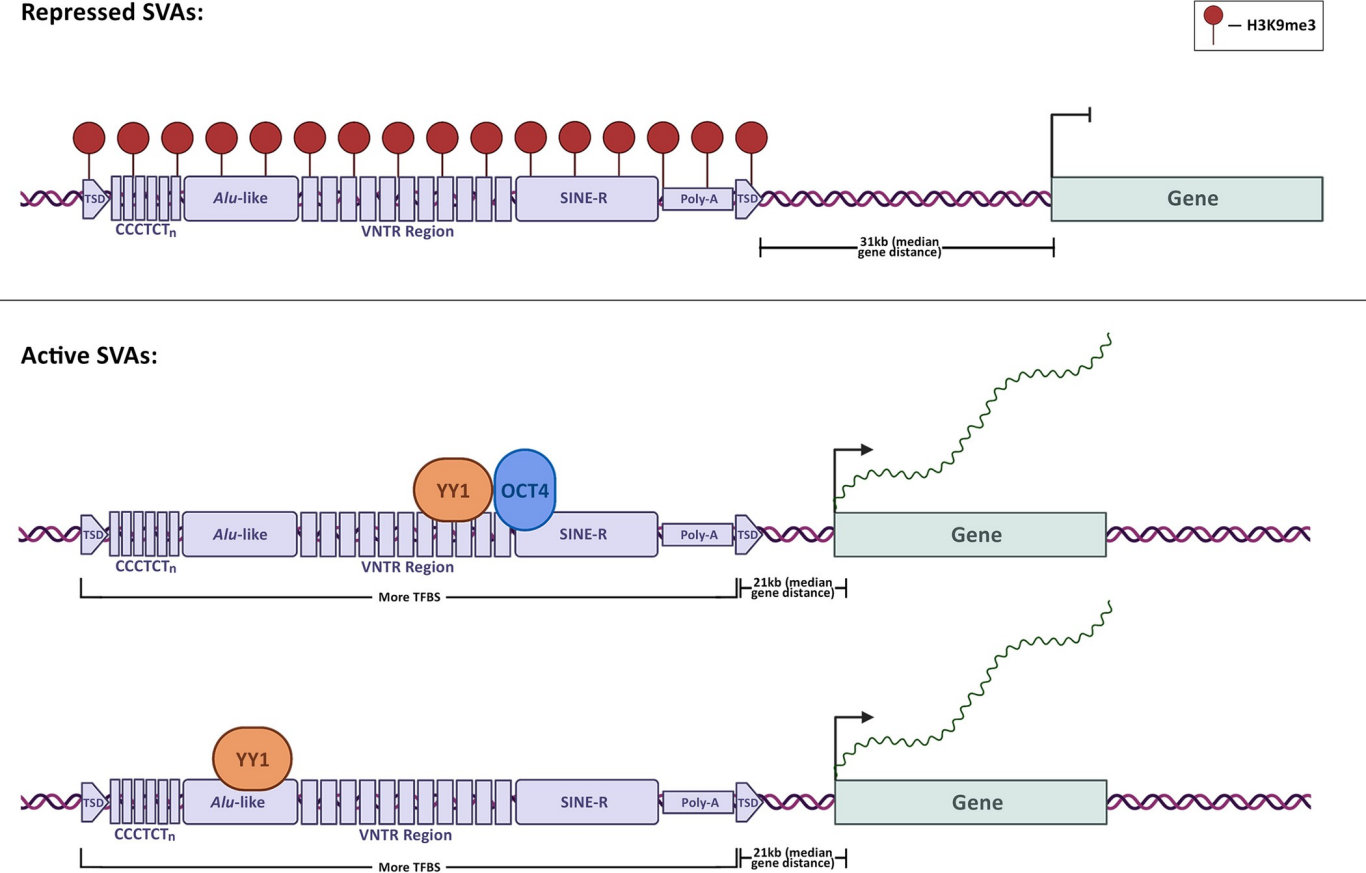
Model for SVA co-option in human pluripotent stem cell gene regulation. This figure was created with BioRender.com.

## Discussion

SVAs are evolutionarily young transposable elements, which colonized the great ape genomes in the last 10–15 million years. In fact, they are not found in gibbons whose lineage split from the remaining apes ~17 million years ago [55]. Interestingly, the gibbon genome has been independently colonized by a distinct family of transposons called LAVAs (LINE-AluSz-VNTR-Alu) [56,57]. Notably, SVA and LAVA structures are similar, and both have shown high cis-regulatory potential and massive co-option into gene regulatory networks [16,17,20,57]. However, the mechanisms underlying SVA and LAVA domestication and recruitment into primate gene regulatory networks have not been explored in depth.

Here, we aimed at elucidating such mechanisms, focusing specifically on SVAs and stem cells. We show that ~20% of all the human SVAs are found in a de-repressed chromatin state in iPSCs and in NCCITs, with a near perfect overlap between the two cell types. Most of these de-repressed SVAs were also decorated with histone modifications characteristic of active enhancers and promoters (H3K27ac), suggesting that their de-repression is associated with cis-regulatory activity. This pattern may indicate that either the SVAs are enriched in regions that were already transcriptionally active before their insertion, or that the SVAs themselves dictated the epigenetic landscape as a consequence of their sequence. A body of literature has emerged supporting the contribution of specific TE families to the dispersion of TFBS and cis-regulatory elements in the eukaryotic genomes [58]. This can happen in multiple ways: TEs already harbor the TFBS before the transposition event, or they gain TFBS afterwards as a consequence of new mutations. In the former case, if TEs harboring TFBSs insert near genes, this will increase the likelihood for the TE to be co-opted as an enhancer/promoter and thus lose repressive H3K9me3 and gain H3K27ac. Consistent with this scenario, it is estimated that in human embryonic stem cells, ~20% of the TFBSs for pluripotency factors are located within transposable elements [8,58,59,60].

The youngest SVAs (which are human-exclusive), and especially the SVA-Es, are the most enriched among the active copies. To this end, we speculate that the older SVAs accumulated genetic mutations over time, hampering their regulatory potential. Alternatively, the human genome may be adapted to silence older transposons, and this may have affected copies with higher regulatory potential.

According to our data, SVA location and sequence composition are the best predictors of cis-regulatory activity. Active SVAs are, on average, 10 kb closer to genes than the repressed ones. This is likely due to the fact that the chromatin environment near gene loci may be more frequently in an accessible and de-repressed state and is thus more suitable for co-option of novel cis-regulatory elements. Moreover, a shorter distance from the nearest TSS may facilitate the tri-dimensional interaction between the SVA-derived enhancer and the gene promoter. This is also in line with a recent study that demonstrated that eQTL-rich TEs tend to be significantly closer to genes than eQTL-poor TEs [25].

We show that active SVAs host a significantly higher number of TFBS than the repressed ones. This coincides with many studies suggesting that TE exaptation into gene regulatory networks is largely driven by the evidence that they propagate TFBS across the genome [60]. We demonstrate that a long motif with flanking YY1/2-OCT4 binding sites is enriched in de-repressed SVA copies relative to repressed SVAs. This may mediate their function in gene regulatory networks of stem and stem-like cells. In fact, OCT4 is one of the four Yamanaka factors [61] essential for pluripotency maintenance. YY1 is one of the major transcriptional regulators in human cells; it is ubiquitously expressed across all cell-types and performs many different functions in transcriptional regulation, including transcriptional activation, repression, as well as mediation of enhancer-promoter looping [62]. 

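In SCi-NCCITs without doxycycline, 88 of the 751 de-repressed SVAs (11.7%) were bound by YY1, OCT4 or both when a YY1 peak was required in both replicates. With a YY1 peak in either replicate, 131 SVAs (17.4%) were bound, which is 20.6% of the SVAs on assembled chromosomes. The other alternatives gave shares from 7.3% (at least 50% of the SVA covered) to 13.9% (SVAs on assembled chromosomes). Binding in iPSCs was not analysed here.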

To this regard, over 40% of the SVAs de-repressed in iPSCs and NCCITs are bound by YY1, OCT4, or both. Importantly, when both are present, they bind alongside each other as predicted by computational motif analysis. As expected, depositing repressive histone methylation (H3K9me3) on the SVA locus nearly abolishes the binding of these two transcription factors near SVAs, leading to an alteration of nearby gene expression. In fact, even when restricting the analysis to the genes that are located near SVAs, repressing 620 of the 751 SVAs normally active in NCCITs results in 131 differentially expressed genes. The expression of most (88%) of these genes is attenuated with the repression of the nearby SVA, further supporting the enhancer activity provided by these transposons. These genes include important regulators of cell pluripotency and cell differentiation, such as *MYC*, *MYBL2*, *FUS*, *ITGAX*, *SP4* and several others. 

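MYC (chromosome 8 from 128747680 to 128755197) fell from 24.6 ± 2.24 to 15.1 ± 2.28 CPM with doxycycline (SD, n = 3), a log2 fold change of −0.70 (standard error 0.112, adjusted p = 0.00343 from edgeR). Its nearest de-repressed SVA lay 104.5 kb from its TSS. MYBL2 (chromosome 20 from 42295659 to 42345135) fell from 262.1 ± 9.54 to 188.9 ± 7.0 CPM, a log2 fold change of −0.47 (standard error 0.0547, adjusted p = 5.85e-04). It was the nearest gene of SVA_D_r1335, 10.5 kb from its TSS, which was bound by YY1. ITGAX (chromosome 16 from 31366455 to 31394320) fell from 3.39 ± 0.429 to 1.59 ± 0.226 CPM, a log2 fold change of −1.09 (standard error 0.168, adjusted p = 0.00278). It was the nearest gene of SVA_D_r1120, 2.1 kb from its TSS, which had neither a YY1 peak in both replicates nor an OCT4 peak. SP4 (chromosome 7 from 21467661 to 21554440) had a mean of 19.6 ± 2.56 CPM without and 15.6 ± 1.71 CPM with doxycycline, a log2 fold change of −0.34 (standard error 0.11), and was not differentially expressed (adjusted p = 0.0605). DESeq2 called it (adjusted p = 0.0355). Its nearest de-repressed SVA lay 181.4 kb from its TSS.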

We remark that this analysis was very conservative. In fact, given the nature of the sgRNAs that we chose, which target both SVAs and LTR5Hs, we exclusively focused on the nearest gene to an SVA transposon, and thus the number of genes affected by distal SVA repression is likely much higher.

Finally, repressing SVAs did not result in any obvious alteration in cellular phenotypes, although we cannot rule out that a longer experiment (i.e. with cells collected more than 72 hours post doxycycline treatment) may result in alterations in cell viability/proliferation as a consequence of SVA-repression. Future studies may assess longer term SVA repression, focusing on the ability of iPSCs to act as pluripotent cells upon sustained repression of the SVA-derived enhancers. In summary, in this study we provide further evidence that SVA transposons are an important component of the human gene regulatory networks, specifically in stem and stem-like cells. We propose a potential mechanism underlying this cis-regulatory activity where SVA location and sequence composition regulate this co-option. Additional studies are required to determine if the YY1-OCT4 combination is a driver of SVA regulatory activity only in pluripotent cells or, alternatively, in a broader, more universal context. In this study most genomics experiments were conducted in NCCIT cells. Further genomic studies in human iPSCs will be necessary to confirm the proposed mechanism.

## Materials and methods

### Antibodies and sgRNAs

YY1 ChIP-seq: Cell Signaling Technology D5D9Z/46395S (15ug per ChIP). OCT4 ChIP-seq: Abcam ab181557 (15ug per ChIP). H3K27me3 ChIP-seq: Abcam ab8898 (3ug per ChIP). Cas9 Western Blot: Active Motif 61757 (1:100). GAPDH Western Blot: Cell Signaling Technology D16H11/5174 (1:1000). Anti-Rabbit IgG, HRP-linked Western Blot: Cell Signaling Technology 7074 (1:10000). Anti-Mouse IgG, HRP-linked Western Blot: Cell Signaling Technology 7076 (1:10000). The two sgRNAs were designed and used in a previous study [20]: sgRNA1: 5’ CTCCCTAATCTCAAGTACCC 3’; sgRNA2: 5’ TGTTTCAGAGAGCACGGGGT 3’.

### NCCIT cell line culture

The NCCIT cell line (ATCC) was maintained in RPMI media supplemented with 10% tet-free FBS, 1% penicillin-streptomycin solution, and 1% L-glutamine and incubated at 5% CO_2_, 20% O_2_ at 37°C.

### ChIP-sequencing

All samples from different conditions were processed together to prevent batch effects. Between 10–15 million cells were cross-linked with 1% formaldehyde for 5 minutes at room temperature, quenched with 125 mM glycine, harvested, and washed twice with 1x PBS. The fixed cell pellet was resuspended in ChIP lysis buffer (150 mM NaCl, 1% Triton X-100, 0.7% SDS, 500 μM DTT, 10 mM Tris-HCl, 5 mM EDTA) and chromatin was sheared to an average length of 200–900 base-pairs, using a Covaris S220 Ultrasonicator. The chromatin lysate was diluted with SDS-free ChIP lysis buffer. 15μg of antibody was used for YY1 and OCT4 and 3μg of antibody for H3K9me3. The antibody was added to 5μg of sonicated chromatin along with Dynabeads Protein G magnetic beads (Invitrogen) and incubated at 4°C overnight. The beads were washed twice with each of the following buffers: Mixed Micelle Buffer (150 mM NaCl, 1% Triton X-100, 0.2% SDS, 20 mM Tris-HCl, 5 mM EDTA, 65% sucrose), Buffer 200 (200 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 25 mM HEPES, 10 mM Tris-HCl, 1 mM EDTA), LiCl detergent wash (250 mM LiCl, 0.5% sodium deoxycholate, 0.5% NP-40, 10 mM Tris-HCl, 1 mM EDTA) and a final wash was performed with 0.1X TE. Finally, beads were resuspended in 1X TE containing 1% SDS and incubated at 65°C for 10 min to elute immunocomplexes. The elution was repeated twice and the samples were incubated overnight at 65°C to reverse cross-linking, along with the untreated input (5% of the starting material). The DNA was digested with 0.5 mg/ml Proteinase K for 1 hour at 65°C and then purified using the ChIP DNA Clean & Concentrator kit (Zymo) and quantified with QUBIT. Barcoded libraries were made with NEBNext Ultra II DNA Library Prep Kit for Illumina (New England BioLabs) and sequenced on an Illumina NextSeq 2000 producing 100 bp paired-end reads.

### ChIP-seq analysis

After removing the adapters with TrimGalore!, the sequences were aligned to the reference hg19, using Burrows-Wheeler Alignment tool, with the MEM algorithm [63]. Uniquely mapping aligned reads were filtered based on mapping quality (MAPQ > 10) to restrict our analysis to higher quality and likely uniquely mapped reads, and PCR duplicates were removed. Peaks were called for each SVA site using the default parameters, at 5% FDR, with default parameters.

### Generation and culturing of SCi-NCCIT stable cell lines

A plasmid with a tetracycline-inducible dCas9-KRAB expression cassette flanked by piggyBac recombination sites was obtained from the Wysocka Lab at Stanford University. This plasmid ‘p-dCas9-KRAB’ confers constitutive puromycin resistance, allowing for selection of stably transduced clones when co-expressed with the piggyBac transposase plasmid (‘p-PB-Transposase’, Systems Bioscience). The p-dCas9-KRAB and p-PB-Transposase plasmids were co-transfected into NCCIT cells (ATCC) at 70% confluency using a 6:1 ratio of Fugene HD (Promega) for 48 hours. Two days post-transfection, cells were treated with puromycin selective media at a concentration of 1 ug/mL. Stable clones were isolated and dCas9 expression assessed via Western blot. Next, we obtained a piggyBac transposon plasmid containing the two sgRNAs [20] targeting ~80% of all annotated SVAs in humans termed ‘p-sgRNA’ (Systems Bioscience). This plasmid constitutively confers dual sgRNA expression and geneticin resistance. The p-sgRNA and p-PB-Transposase plasmids were co-transfected into the NCCIT-dCas9KRAB cells as above. Two days post-transfection cell were treated with geneticin selective media at a concentration of 400 ug/mL. Following antibiotic selection, the NCCIT-dCas9KRAB-SVAsgRNA (SCi-NCCITs) cell line was maintained in ATCC-formulated RPMI media supplemented with 10% tet-free FBS, 1% L-glutamine, 1μg/mL puromycin, and 400 μg/mL geneticin and incubated at 5% CO2, 20% O2 at 37°C. The SCi-NCCITs were seeded to 40% confluency and treated with 2 ug/mL doxycycline (Sigma Aldrich) for 72 hours. For all molecular and genomic CRISPRi experiments, dCas9-KRAB expression was induced with doxycycline for 72 hours.

### Western blot

Cells were washed three times in PBS and lysed in radioimmunoprecipitation assay buffer (RIPA buffer) (50 mM Tris-HCl pH7.5, 150 mM NaCl, 1% Igepal, 0.5% sodium deoxycholate, 0.1% SDS 500 μM DTT) with protease inhibitors. Approximately 40 μg of whole cell lysate were loaded in Novex WedgeWell 4–20% Tris-Glycine Gel (Invitrogen) and subject to SDS-PAGE. Proteins were then transferred to a Immun-Blot PVDF membrane (ThermoFisher) for antibody probing. Membranes were blocked with a 10% BSA in TBST solution for 30 minutes then incubated with primary antibodies in a 5% BSA in TBST, diluted as above. Next, membranes were washed with TBST and incubated with secondary antibodies, diluted as above. Chemiluminescent signal was detected using the Pierce ECL Plus Western Blotting Substrate (ThermoFisher) and an Amersham Imager 680.

### RNA extraction and library preparation for RNA sequencing

Cells were lysed in Tri-reagent (Zymo) and total RNA was extracted using Direct-zol RNA Miniprep kit (Zymo) according to the manufacturer’s instructions. RNA was quantified using DeNovix DS-11 Spectrophotometer while the RNA integrity was checked on a Bioanalyzer 2100 (Agilent). Only samples with RIN value above 8.0 were used for transcriptome analysis. RNA libraries were prepared using 1μg of total RNA input using NEB- Next Poly(A) mRNA Magnetic Isolation Module, NEBNext UltraTM II Directional RNA Library Prep Kit for Illumina and NEBNext UltraTM II DNA Library Prep Kit for Illumina according to the manufacturer’s instructions (New England Biolabs). Paired-end 100 bp reads were generated.

### RNA-seq analysis

Reads were aligned to hg19 using STAR v2.567 [64], in 2-pass mode. Bam files were filtered based on alignment quality (q = 10) using Samtools [63]. We used the latest annotations obtained from Ensembl to build reference indexes for the STAR alignment. Adapters were removed with TrimGalore! and Kallisto [65] was used to count reads mapping to each gene. We analyzed differential gene expression with DESeq2 [66].

### Statistical and genomic analyses

All statistical analyses were performed using BEDTools v2.27.1 [67], DeepTools, and R v4.1.2. Fasta files of the regions of interest were produced using BEDTools v2.27.1 [67]. Shuffled input sequences were used as background. E-values < 0.001 were used as a threshold for significance. Motif analysis of de-repressed SVAs on a repressed SVA background was performed using HOMER [68]. Pathway analysis was performed with Ingenuity-Pathway Analysis Suite (Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

## Supporting information

S1 Data Coordinates of de-repressed SVAs. (XLSX) Click here for additional data file.

S2 Data Genes differentially expressed upon CRISPR-mediated repression of the de-repressed SVAs. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

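The data were H3K9me3, YY1 and OCT4 ChIP-seq and RNA-seq of NCCIT cells. H3K9me3 was measured in 1 library of NCCITs without dCas9-KRAB and in 4 libraries of SCi-NCCITs, YY1 in 4 and OCT4 in 2 libraries of SCi-NCCITs, and RNA in 6. The SCi-NCCIT libraries of each assay were divided equally between cells without doxycycline and cells treated with 2 µg/mL doxycycline for 72 hours. Conditions were taken from the labels of the samples, and the dose and time from the paper's methods. ChIP-seq libraries whose label carried no replicate number were called replicate 1. The paper states that ChIP-seq samples of all conditions were processed together. A table of YY1 HiChIP contacts from 6 further samples was not used, since its 12 per-sample columns and 4 columns of ChIP coverage could not be assigned to conditions. No library came from cells treated with doxycycline that lacked the sgRNAs or dCas9-KRAB.

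For ChIP-seq, the authors trimmed adapters with TrimGalore!, aligned to hg19 with BWA MEM, kept reads with a mapping quality over 10, removed duplicates and called peaks at a 5% FDR with default parameters. The paper's text does not name the peak caller. The deposited peak lists give the fold enrichment of each summit as a ratio, and the p- and q-values as −log10. The lowest −log10 q was between 1.31 and 1.35 in the 11 lists. The peaks were used as the authors called them, and no reads were processed. The lists give no read depth, so precision was given as 95% Wilson intervals over the SVAs, which cover counting error only.

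For RNA-seq, the authors deposited kallisto's estimated counts and TPM per transcript, without further normalization. The paper also describes an alignment with STAR and names DESeq2 for the comparison. The estimated counts were summed per gene of GENCODE v44lift37, rounded, and compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05). Gene sets were tested with camera and fry of limma 3.58.1. DESeq2 1.42.0 was run as an alternative. Between libraries of the same condition, the counts differed by 7.29 to 14.58 times the variance that counting alone gives (chi-square per gene).

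The de-repressed SVAs were the 751 intervals of S1 Data. An SVA carried a peak when they shared at least 1 bp. Random placements kept the length and chromosome of each SVA (1000 placements, seed 7) and were not matched for mappability. Guide sites were exact or near matches on both strands of hg19 with an NGG PAM and up to 3 mismatches. The nearest gene was that of the nearest TSS in the annotation, where the paper used an earlier GENCODE release. Overlaps were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and bedtools 2.31.1, and figures with matplotlib 3.10.9. Fisher's exact, exact McNemar and permutation tests were two-sided. Where a p-value of such a test is called adjusted, Benjamini-Hochberg adjustment was applied within its family of tests. The other p-values of such tests, among them those of random placements and of peak loss, are unadjusted.

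The genes named in the text were set by a rule: RNF24, MYC, MYBL2, ITGAX and SP4, which the paper names as regulated, the factors YY1, YY2, POU5F1 (OCT4), CEBPA, SMARCA1, CREB1 and WT1, the genes ZNF10, CILP and AC007326.4, labelled in Fig 4A, and the 3 largest rises and 3 largest falls among differentially expressed genes with a mean of at least 1 CPM and no overlap between the groups. AC007326.4 is not a symbol of the annotation used and was taken to be ENSG00000283809 from its values. The named SVAs were SVA_D_r153 and SVA_E_r223. A list of 38 integrated stress response genes and the 13 mitochondrially encoded mRNAs were tested because doxycycline inhibits mitochondrial translation. 2 other genes set by the rule are not reported here, and counts over the named genes leave them out.

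The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, no filter or at least 10 counts in every sample in place of filterByExpr, a replicate block, length-scaled counts, an absolute log2 fold change of at least 0.5, and leaving out each library in turn. For peaks they were a −log10 q of at least 5, at least 50% of the SVA covered, SVAs extended by 500 bp on each side, SVAs on assembled chromosomes only, SVAs of at least 200 bp, the same number of peaks in each library of an antibody, a peak in either replicate, and leaving out each replicate. For nearest genes they were a distance of at most 50 kb, protein-coding genes only and a background matched on mean expression in 10000 draws.

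The RNA-seq comparison was tested on simulated data, 3 against 3, with the depths and mean expression of these libraries. The dispersion was fixed at 0.0064 for every gene and was not estimated from these libraries, so the rates hold for that setting only. Of 195 genes changed by 1 on the log2 scale among 16213, edgeR recovered 90.8% with 10 false calls among 187 (5.3%), and DESeq2, run without edgeR's filter on all 200 changed genes, recovered 83.5% with 7.7% false calls. The peak overlap was checked against bedtools on 2000 simulated intervals, and the nearest TSS against a plain search for 300. Motifs, pathways, H3K27ac, iPSC libraries, LTR5Hs and repressed SVAs were left out, since their inputs were not analysed here.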

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

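The tests of genes and peaks near guide matches in this part, and of the 2 gene lists against effects of doxycycline, were chosen only after the result was seen. The tests of promoters were set before their own result was seen, and the lists of stress response and mitochondrially encoded genes were fixed beforehand.

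Genes near guide matches but away from the de-repressed SVAs were mostly lower with doxycycline. They stood out because the paper counts genes nearest to an SVA or LTR5Hs and does not count genes by their distance to a guide match. Of the 723 genes tested that had a TSS within 10 kb of a guide match and over 50 kb from the middle of any de-repressed SVA, 204 (28.2%) were differentially expressed, against 16.7% of the other genes (odds ratio 1.96, Fisher's exact test, adjusted p = 6.32e-14 over 10 comparisons). Of these 204 genes, 178 (87.3%) were downregulated, against 44.0% of the other differentially expressed genes (odds ratio 8.71, adjusted p = 6.58e-35). By distance between a TSS and the nearest guide match, the share of downregulated genes was 87.9% within 10 kb, 69.4% from 10 to 50 kb, 48.9% from 50 to 100 kb, 36.3% from 100 to 500 kb and 38.1% beyond. The genes within 10 kb made up 9.0% of all differentially expressed genes. The set of 723 genes was shifted down by camera (p = 1.03e-09), by camera with an estimated correlation (p = 0.0048) and by fry (p = 1.53e-04). An effect of doxycycline that needs no guide match would follow the distance to one only through another property of these genes. No background matched on other properties was drawn for these genes, so such an effect was not excluded. Among the differentially expressed genes nearest to de-repressed SVAs, 40 of 43 at SVAs with a guide match and 5 of 12 at SVAs without one were lower (odds ratio 18.7, Fisher's exact test, p = 3.5e-04). H3K9me3 that reaches promoters is a candidate explanation for part of the pattern. Promoters were compared among all 919 genes tested within 10 kb of a guide match, those near de-repressed SVAs included. Of these, genes with H3K9me3 gained within 1 kb of a TSS were called lower in 23 of 60 cases (38.3%). Genes without an H3K9me3 peak there in either doxycycline library were called lower in 119 of 529 cases (22.5%, odds ratio 2.14, Fisher's exact test, adjusted p = 0.0102 over 3 comparisons). Over 100 kb from any guide match, only 2 of 22 genes with H3K9me3 gained at a TSS were called lower (9.1%, median log2 fold change 0.036). That class was small and was not tested. A peak at the promoter cannot be the only cause, since 85.6% of the differentially expressed genes within 10 kb of a guide match and without such a peak were lower as well, and such genes were called lower more often within 10 kb of a guide match than over 100 kb from one (5.6% of 9593 genes, odds ratio 4.86, adjusted p = 6.81e-35). A biological reading, as a hypothesis, is that dCas9-KRAB lowers genes from guide matches outside the list as well. Which repeats hold these matches was not analysed here, and no library had doxycycline and dCas9-KRAB without the guides.

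H3K9me3 peaks at guide matches away from the de-repressed SVAs stood out because the paper counts the accumulation of the mark at the de-repressed SVAs only. Of 2718 such loci, 90.5% overlapped an H3K9me3 peak in each doxycycline library, 81.1% and 67.3% in the libraries without doxycycline and 57.3% in NCCITs without dCas9-KRAB. The doxycycline lists hold fewer peaks than the lists without doxycycline of the same replicate, so the higher share does not come from more peaks being called. The larger part of the loci carried the mark without dCas9-KRAB. The share rose with doxycycline from 81.1% to 90.5% in replicate 1 and from 67.3% to 90.5% in replicate 2. Deposition by dCas9-KRAB at these loci is the biological reading that the design offers, and it was not tested against a control without guides.

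The 13 mitochondrially encoded mRNAs were higher with doxycycline, a signal in genes that the paper does not discuss. All 13 had a positive log2 fold change, from 0.10 to 0.98 with a median of 0.386, and 10 of them were differentially expressed over all genes and 11 adjusted over the list alone. The set was shifted by camera (p = 7.79e-11) and by fry (p = 0.00662), but not by camera with an estimated correlation (p = 0.0728), since the mRNAs vary together between libraries. An effect of doxycycline on mitochondria is a candidate explanation that the direction of all 13 mRNAs allows, and so is a different yield of mitochondrial RNA between the groups of libraries or an indirect effect of SVA repression. These cannot be told apart, because every library with doxycycline differs from every library without it in all of these respects.

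The integrated stress response genes were mostly lower with doxycycline, again a signal outside the genes that the paper discusses. Of 38 listed genes, 37 were tested, with a median log2 fold change of −0.21, and 31 of them were lower. Among these, 17 were differentially expressed, all lower, and 18 adjusted over the list alone. The set was past the threshold under limma's camera and fry. The shift did not pass under camera with an estimated correlation (p = 0.202), and under fry the p-values without 1 library ran from 0.0206 to 0.0752. Activation of this response by doxycycline would raise these genes, and the 17 lower genes argue against it. Differences in culture between the groups, another effect of doxycycline and a consequence of SVA repression stay open and were not tested.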

How the results depend on the processing

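The alternatives below were set before the data were examined, except the fits without 1 library for the nearest genes and their classes and the class with a YY1 peak in either replicate, which were chosen only after the result was seen.

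The number of differentially expressed genes, 2858, stayed within 1.5 times that count with DESeq2 (2945), DESeq2's size factors (2854), no filter (2974), at least 10 counts in every sample (3006) and a replicate block (3316). Length-scaled counts gave 1878 genes, 928 upregulated. The cause was not tested. An absolute log2 fold change of at least 0.5 gave 976 genes, 443 upregulated and 533 downregulated, by its own construction. Across the 6 fits that each left out 1 library, the count ran from 1396 genes without doxycycline replicate 2 to 3259 without no doxycycline replicate 1, with 683 to 1685 upregulated and 713 to 1574 downregulated genes. The fewer samples of these fits lower the power to call genes. The rise without no doxycycline replicate 1 goes the other way, and its library is the shallowest. The replicate numbers did not pair the libraries, since the correlation between the deviations of the 2 libraries of a number from their group means was 0.128, 0.08 and −0.001.

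RNF24 kept its direction and its call in all 12 alternatives, with log2 fold changes from −0.68 to −0.52 and adjusted p-values from 1.86e-10 to 0.00689. For the 18 other genes reported here, 206 of 212 values kept their side of the threshold, 6 gained the call, all of SP4, and 0 lost it. Called genes kept their direction, while the log2 fold changes of YY2, POU5F1 and SMARCA1, which were not called, changed sign in some fits.

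The excess of differentially expressed genes among those nearest to de-repressed SVAs kept its direction and side of the threshold in all 12 alternatives, with odds ratios from 1.55 to 2.45, and so did the share of downregulated genes in all 11, from 81.7% to 92.5%. The set test on these genes, limma's camera, held in all 4 alternatives taken singly, and did not pass when the estimated correlation and the blocking were combined. The excess for SVAs with a YY1 or OCT4 peak held in all 13, with odds ratios from 2.86 to 5.92.

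The difference in H3K9me3 at SVAs between conditions stayed positive in all 9 alternatives, and was 143 SVAs with replicate 1 alone and 237 with replicate 2 alone. The mean number of SVAs with H3K9me3 without doxycycline, 138.5, moved to 49.5 with at least 50% of the SVA covered and to 232 with a peak in either replicate, and ranged from 52 to 225 between the single replicates. SVAs that gained H3K9me3 numbered 159 without replicate 2 and 245 without replicate 1, and between 115 and 174 under the alternatives with both replicates. In NCCITs the count of 15 SVAs moved to 4 at a −log10 q of at least 5, 2 with at least 50% covered, 41 with SVAs extended by 500 bp and 9 with the same number of peaks in each library. With 1 NCCIT library, the depth and the spread behind this count are unknown.

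The mean number of SVAs with a YY1 peak moved with at least 50% of the SVA covered, to 54.0 without and 25.5 with doxycycline, and with the same number of peaks in each library, to 27.5 with doxycycline. The 65 SVAs with YY1 in both replicates became 33 with at least 50% covered and 114 with a peak in either replicate. The 57 SVAs with an OCT4 peak became 33 at a −log10 q of at least 5, 37 with at least 50% covered and 21 with the same number of peaks, and the 3 with an OCT4 peak after doxycycline became 6 with SVAs extended by 500 bp. SVAs with both peaks fell from 34 to 19, 15 and 11 under the stricter q, the 50% coverage and the same number of peaks, and the association of the peaks held in each (highest p = 4.41e-08, Fisher's exact test). Stricter criteria and longer intervals change these counts by construction. The larger loss of peaks at SVAs than elsewhere held in all 5 alternatives for YY1 and all 3 for OCT4, and the distance between summits in both.

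The shift of the integrated stress response genes was not past the threshold under camera with an estimated correlation (p = 0.202), nor was that of the mitochondrially encoded mRNAs (p = 0.0728). The estimate raises the correlation between genes of a set above the preset value, which lowers the number of independent genes. In the other 9 alternatives of each, camera with its preset correlation and fry with all libraries, both shifts kept their direction and passed. Under fry without 1 library, the stress response genes did not pass in 4 of the 6 fits.

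The planned analysis of HiChIP contacts and its 5 alternatives were not run: SVAs extended on each side, assembled chromosomes only, distant contacts only, a replicate block and leaving out each library.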

Differences from the paper's values

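The paper reports 620 de-repressed SVAs that accumulated H3K9me3, and 136 gained it here. These counts may not measure the same thing. The paper shows the accumulation as a heatmap of signal and does not state the rule behind its count. Here a called peak was required in both doxycycline libraries and in neither library without doxycycline. At least 1 doxycycline library had a peak at 390 SVAs. None of the alternatives set before the data were examined closed the gap, the highest count of gained SVAs being 245 without replicate 1.

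For YY1, the paper reports 288 bound SVAs and 65 were found here. None of the alternatives set before the data were examined closed this gap, with up to 114 for a peak in either replicate. The paper gives over 40% of de-repressed SVAs as bound by YY1, OCT4 or both, and the share here was 11.7%. None of the alternatives set before the data were examined reached the paper's share, the highest being 17.4% with a YY1 peak in either replicate.

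The paper counts 101 differentially expressed genes nearest to a de-repressed SVA, and 55 were found here. With protein-coding genes only, 109 were found, within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap: DESeq2 calls gave 60, a distance of at most 50 kb 55, a replicate block 65 and DESeq2's size factors 55.

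The paper counts 44 differentially expressed genes near SVAs bound by YY1, and 16 were found here. None of the alternatives set before the data were examined closed this gap, the highest being 25 with protein-coding genes only. For SVAs bound by OCT4 the paper counts 24 and 15 were found here. 3 of the alternatives set before the data were examined came within 1.5 times the paper's value: DESeq2 calls and a replicate block with 17 each, and protein-coding genes only with 28. A distance of at most 50 kb and DESeq2's size factors did not. For SVAs bound by both factors the paper counts 28 and 12 were found here. Protein-coding genes only gave 19, within 1.5 times the paper's value, while DESeq2 calls and a replicate block (14 each), a distance of at most 50 kb and DESeq2's size factors (12 each) did not close the gap.

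The paper counts 6 upregulated genes near bound SVAs, and 0 were found here. None of the alternatives set before the data were examined closed this gap, with 1 gene for protein-coding genes only. Labels and directions of Fig 5D were read by eye, so a misreading cannot be excluded. By that reading the paper draws PHLDA1, KRBA2, RAP1B and RBBP9 as upregulated. All 4 were lower here, with log2 fold changes of −0.80, −0.84, −0.15 and −0.30. For PHLDA1 and KRBA2, the paper's S2 Data gives log2 fold changes of −0.36 and −0.84, also lower with doxycycline. BLCAP and SGSM3, drawn as upregulated, were higher here. Of the 41 genes drawn as downregulated, 40 were lower here and MSH6 was higher, with a log2 fold change of 0.12 that was not past the threshold, where the paper's S2 Data gives −0.18. The labels of the figure place 20 genes near SVAs bound by both factors and 24 near SVAs bound by OCT4 with or without YY1.

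The paper names MYC and SP4 among the affected genes near SVAs. Neither of them was the nearest gene of a de-repressed SVA here. The paper takes the gene closest to any annotated SVA, and repressed SVAs were not analysed here, so this shows no difference. SP4 was not differentially expressed here (log2 fold change −0.34, adjusted p = 0.0605). It passed the threshold with DESeq2 (0.0355), no filter (0.0372), at least 10 counts in every sample (0.0457), a replicate block (0.0389), without no doxycycline replicate 1 (0.0178) and without doxycycline replicate 3 (0.0323). Over all its alternatives the adjusted p ran up to 0.538.

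The paper describes SVA_E_r223 as near RNF24, whose TSS lay 16.3 kb from the SVA here. The nearest gene of this SVA here was FTLP3, at 7950 bp. TSSs of all gene types were used, and 245 of the 525 nearest genes were protein-coding. The assignment to FTLP3 therefore does not contradict the paper's description. The legend of Fig 5C describes the binding of both factors as lost at the SVAs it shows after doxycycline. At SVA_E_r223 peaks of both factors were called after doxycycline as well, with fold enrichments of 13.6 for OCT4 and of 6.85 and 6.34 for YY1. At SVA_D_r153, where the paper shows OCT4 binding, no OCT4 peak was called within 1000 bp. The legend also describes H3K9me3 as gained at both SVAs. At SVA_E_r223 an H3K9me3 peak overlapped the SVA in both libraries without doxycycline.

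The paper places YY1 binding in separate clusters, with OCT4 in only the second. Over all 83 YY1 summits of replicate 1, 75 lay between −600 and −100 bp from the sgRNA1 match, and OCT4 had 10 of its 54 summits in that interval.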

Other observations

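The tests in this part were chosen only after the result was seen, except the edgeR tests of the named factors, the test of YY1 loss by H3K9me3, and the fit without 1 library and the loss of OCT4 peaks with the same number of peaks, which were set in advance. The use of these 2 as tests of an explanation was written afterwards.

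For the RNA-seq, 1 of the 10 splits of the 6 samples, the real one, gave as many differentially expressed genes. The other splits gave at most 1 gene. With 3 samples against 3, this share cannot go under 0.1, so the splits alone cannot decide. The lower depth of no doxycycline replicate 1 was not the source of the calls, since 3259 genes were called without that library. Part of the paper's S2 Data was analysed here. Of its 1999 genes in that part, 1882 were matched by symbol. Of these, 1871 changed in the same direction here, 1761 passed the threshold with DESeq2 and 1579 with edgeR.

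Among the factors that the paper names, WT1 rose from 12.4 to 35.5 CPM (log2 fold change 1.51, adjusted p = 1.38e-06 from edgeR) and lay 298.9 kb from the nearest de-repressed SVA. The others were not differentially expressed. Their log2 fold changes were −0.10 for YY1 (adjusted p = 0.202), −0.001 for YY2 (0.998), −0.12 for POU5F1 (0.527), 0.22 for CEBPA (0.271), −0.02 for SMARCA1 (0.89) and −0.17 for CREB1 (0.162).

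The rise of ZNF10 lay in a short transcript of 472 nt, ENST00000536877, which went from 0.786 to 1650 TPM and held 97.9% of the counts with doxycycline. The full-length transcript ENST00000248211 went from 2.17 to 1.58 TPM. Reads from the KRAB domain of the dCas9-KRAB transgene are a candidate explanation, in line with a rise in this transcript alone. The transgene's sequence was not analysed here.

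No doxycycline replicate 1 had H3K9me3 peaks at 225 de-repressed SVAs and replicate 2 at 52. Expression of dCas9-KRAB without doxycycline would favour SVAs with a guide match. Over all 635 SVAs on assembled chromosomes, 40.7% with a guide match and 24.5% without one carried a peak in replicate 1 (odds ratio 2.12, Fisher's exact test, adjusted p = 4.08e-05 over 22 comparisons), and in replicate 2 10.3% and 5.1% did (adjusted p = 0.0237). Among SVAs of at least 200 bp, the shares were 41.1% and 41.0% in replicate 1 (Fisher's exact test, p = 1.0) and 10.4% and 3.3% in replicate 2 (adjusted p = 0.0205). Of the SVAs of all lengths without a match inside, 43 had one within 500 bp, and these were not set apart. The 41.0% on SVAs without a guide match argues against dCas9-KRAB made without doxycycline as the only source of the peaks in replicate 1. Whether it added some at SVAs with a guide match cannot be told apart from an effect of SVA length, since few SVAs under 200 bp held a guide match. Of the 122 SVAs of at least 200 bp without a guide match, 50 carried a peak in no doxycycline replicate 1 and 49 in doxycycline replicate 1, 42 of them the same SVAs (20.1 expected, odds ratio 48.8, Fisher's exact test, p = 2.22e-17). In the replicate 2 libraries 4 and 6 of these SVAs carried a peak, and 2 in NCCITs. The overlap is consistent with a property that the replicate 1 libraries share and that is unrelated to the guides, such as the cells, the chromatin or the immunoprecipitation. Which of these it was, biological or technical, was not tested.

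SVAs on haplotype contigs carried few peaks of any kind, and the largest number of peaks on these contigs in a library was 15. A likely technical explanation is the filter on unique mapping, since the rarity covers all peaks on these contigs and not those at SVAs alone. No biological explanation was tested.

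YY1 peaks were rarer on SVA-E and SVA-F (2.5%) than on SVA-A to SVA-D (16.5%, Fisher's exact test, adjusted p = 2.41e-09 over 14 comparisons). If fewer reads mapped uniquely to SVA-E and SVA-F, H3K9me3 at exact guide matches could be rarer there as well. Only 10 SVA-Es and SVA-Fs had an exact guide match, of which 60.0% carried H3K9me3 in doxycycline replicate 2, against 75.9% of SVA-A to SVA-D (Fisher's exact test, p = 0.269). In doxycycline replicate 1 the order was the other way, 90.0% against 79.2% (Fisher's exact test, p = 0.691). These peaks may reach into the SVA from unique flanks, so summits inside the SVA were counted next, on SVAs of at least 200 bp with a guide match, 118 of SVA-E and SVA-F and 257 of SVA-A to SVA-D. H3K9me3 summits lay in 40.7% and 55.6% of them in doxycycline replicate 1, 11.0% and 23.3% in doxycycline replicate 2, 32.2% and 29.6% in no doxycycline replicate 1, and 0.8% and 5.8% in no doxycycline replicate 2. YY1 summits without doxycycline lay in 8.5% and 23.0% in replicate 1, and 6.8% and 24.5% in replicate 2. Fewer unique reads and less YY1 binding cannot be told apart, because H3K9me3 was also rarer on SVA-E and SVA-F in 3 libraries and not in the other.

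OCT4 peaks were fewer in the whole genome with doxycycline. The POU5F1 mRNA had a log2 fold change of −0.12 that did not pass the threshold, and the protein was not measured, so less OCT4 and a weaker immunoprecipitation cannot be told apart with 1 library per condition. The larger loss at SVAs was not explained by fewer called peaks. With the same number of peaks in both libraries, 84.2% were lost at SVAs and 40.0% elsewhere, a difference of 44.2 points (Fisher's exact test, p = 1.73e-04). OCT4 summits lay a median of 24.5 bp from the 5′ end of the sgRNA1 match, so dCas9 that covers the OCT4 site could displace OCT4 directly, and for the summits near the match this cannot be told apart from repression by KRAB.

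YY1 peaks of replicate 1 were lost at 57.8% of 83 SVAs with H3K9me3 in both doxycycline libraries and at 28.6% of 7 SVAs with H3K9me3 in neither (odds ratio 3.43, Fisher's exact test, p = 0.235). In replicate 2 the shares were 50.0% of 80 SVAs and 0 of 4 SVAs (Fisher's exact test, p = 0.118). Loss through H3K9me3 and loss without it cannot be told apart, because so few bound SVAs lacked the mark.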
